# Early Insights into the Function of KIAA1199, a Markedly Overexpressed Protein in Human Colorectal Tumors

**DOI:** 10.1371/journal.pone.0069473

**Published:** 2013-07-23

**Authors:** Amit Tiwari, Mirjam Schneider, Antonio Fiorino, Ritva Haider, Michal J. Okoniewski, Bernd Roschitzki, Anuli Uzozie, Mirco Menigatti, Josef Jiricny, Giancarlo Marra

## Abstract

We previously reported that the expression of *KIAA1199* in human colorectal tumors (benign and malignant) is markedly higher than that in the normal colonic mucosa. In this study, we investigated the functions of the protein encoded by this gene, which are thus far unknown. Immunostaining studies were used to reveal its subcellular localization, and proteomic and gene expression experiments were conducted to identify proteins that might interact with KIAA1199 and molecular pathways in which it might play roles. Using colon cancer cell lines, we showed that both endogenous and ectopically expressed KIAA1199 is secreted into the extracellular environment. In the cells, it was found mainly in the perinuclear space (probably the ER) and cell membrane. Both cellular compartments were also over-represented in lists of proteins identified by mass spectrometry as putative KIAA1199 interactors and/or proteins encoded by genes whose transcription was significantly changed by KIAA1199 expression. These proteomic and transcriptomic datasets concordantly link KIAA1199 to several genes/proteins and molecular pathways, including ER processes like protein binding, transport, and folding; and Ca^2+^, G-protein, ephrin, and Wnt signaling. Immunoprecipitation experiments confirmed KIAA1199’s interaction with the cell-membrane receptor *e*phrin A2 and with the ER receptor ITPR3, a key player in Ca^2+^ signaling. By modulating Ca^2+^ signaling, KIAA1199 could affect different branches of the Wnt network. Our findings suggest it may negatively regulate the Wnt/CTNNB1 signaling, and its expression is associated with decreased cell proliferation and invasiveness.

## Introduction

The function of the protein encoded by *KIAA1199* is currently unknown, but our previous studies have documented marked overexpression of this gene–at both the mRNA and protein levels–in almost all colorectal tumors (benign and malignant) [1], [2]. More recently, similar upregulation has also been reported in a large series of colorectal cancers [3] and in gastric cancers [4]. On the basis of our findings (gene expression data, protein expression patterns in colorectal tissues, the results of *in silico* analysis), we have suggested that *KIAA1199* might be a Wnt target gene. It appears to encode a secreted membrane/cytoplasmic protein that is structurally similar to several other eukaryotic proteins, including transmembrane protein 2, polyductin, and fibrocystin L, all of which are large receptor proteins with an N-terminal signal peptide or a single transmembrane helix and short cytoplasmic tail [1].

These findings raise interesting possibilities for the development of a new molecular marker for detecting gastrointestinal neoplasms. *KIAA1199* mRNA has been detected in the plasma of almost 80% of individuals with colorectal adenomas or cancers [5]. Unfortunately, it was also identified in 30% of tumor-free controls, so its ultimate diagnostic value remains to be seen. Attempts have also been made to explore the prognostic significance of *KIAA1199* mRNA or protein expression levels in colorectal [3] and gastric [4] cancers and in mesotheliomas [6], but in most cases the study cohorts were too small to allow any meaningful conclusions to be drawn. In the meantime, little or no progress has been made toward identifying KIAA1199’s role(s) in normal and neoplastic cells. The present study represents a first step toward the filling of this gap.

## Materials and Methods

### Cell Lines

Human SW480 colon cancer cells from the Cancer Network Zurich cell line repository were used for most of the experiments conducted in this study. Their authenticity was verified by microsatellite analysis performed in January 2012 at Microsynth AG, Switzerland. The cells were cultured in RPMI 1640 medium (Invitrogen) supplemented with 10% fetal calf serum (Gibco), 100 IU penicillin, and 100 µg/ml streptomycin.

Clones that constitutively express KIAA1199 were obtained by Lipofectamine 2000 (Invitrogen)-mediated transfection of SW480 cells with the pcDNA3.2V5DEST vector containing *KIAA1199* ORF (described below). The clones were selected and maintained in medium containing G418 (0.4 mg/ml) (Gibco).

Inducible KIAA1199 expression was achieved with a two-step procedure. First, SW480 cells were transfected with the pcDNA6TR vector (Invitrogen) and the tetracycline repressor-expressing cells selected with 7 µg/ml blasticidin S (InvivoGen). The blasticidin-resistant cells were then transfected with the pT-Rex-DEST30-KIAA1199 construct (described below) and selected with 0.4 mg/ml G418. The growth medium used for these cells was supplemented with 10% Tet-system-approved fetal calf serum (Biochrom). For induction of KIAA1199 expression, doxycycline (Clontech) was used at concentrations of 50–200 ng/ml, which have been shown to have no effects on transcript levels measured with microarrays [7].

### Cloning of Full-length KIAA1199

Full-length *KIAA1199* was PCR-amplified from LS180 cell cDNA with Phusion Hot-Start High Fidelity DNA Polymerase (Finnzyme) and the following primers: forward 5′-GGA TAT GGT ACC ACA CTG CCA GGA TGG GAG CTG-3′, reverse 5′-GAT ATC TCG AGC TAC AAC TTC TTC TTC TTC ACC ACA GGG ATG-3′. The amplified *KIAA1199* open reading frame was then inserted into the pENTR11 vector (Invitrogen) with the aid of *Kpn*I*/Xho*I restriction enzymes, and an LR recombination reaction (Gateway, Invitrogen) was carried out to clone it into the constitutive expression vector pcDNA3.2V5DEST (with or without a C-terminus V5 tag) and into the Tet-on inducible vector pT-Rex-DEST30 (untagged and C-terminus GFP-tagged proteins). The C-terminus was chosen for tagging since KIAA1199 contains a signal peptide at its N-terminus.

### Whole-cell Lysates and Conditioned Medium Concentrates

Cells were trypsinized, washed with PBS, and placed in cold single-detergent lysis buffer (1% NP-40, 350 mM NaCl, 50 mM Tris-Cl, 1 mM EDTA, 1X Complete EDTA-free Protease Inhibitor Cocktail [Roche], and 1 mM PMSF) for 60 minutes. After 45 min of centrifugation (20,800 *g* at 4°C), the clarified lysates were aliquoted and snap-frozen in liquid nitrogen.

When cells reached ∼80% confluence, complete medium was removed, and the cells were washed with PBS and cultured in serum-free medium for 8 hours. The medium was then collected and supplemented with 1 mM PMSF and 1X Complete EDTA-free. Floating cells were spun down at 100 *g* for 5 minutes, and the clarified medium was concentrated by centrifugation at 3000 *g* with Amicon Ultra centricons (10 kDa NMWL).

### Subcellular Fractionation

Cells were harvested by trypsinization, washed with PBS, and centrifuged. The pellets were resuspended (∼10^8^ cells/ml) in cold hypotonic buffer (200 mM Hepes pH 7.9, 50 mM KCl, 15 mM MgCl_2_, 1 mM PMSF and 1X Complete EDTA-free, 1 mM DTT). Cells were then transferred to a Dounce homogenizer, left to swell on ice for 5 minutes, and lysed with a B type pestle until microscopic examination revealed that most nuclei were trypan blue-positive but still intact. The nuclei were then spun down (2000 *g* for 10 minutes), and the supernatant (i.e., the cytoplasmic extract) was clarified (12,000 *g*), aliquoted, and frozen. The nuclei were then resuspended in half the packed nuclear volume of low-salt buffer (20 mM Hepes pH 7.9, 25% glycerol, 1.5 mM MgCl_2_, 20 m M KCl, 0.2 mM EDTA, 0.5 mM PMSF, and 0.5 mM DTT) and stirred. Half the packed nuclear volume of high-salt buffer was then added (0.6 M KCl in low-salt buffer) drop-wise. The suspension was stirred for 30 min and centrifuged at 20,000 *g* to extract nuclear proteins. The pellet was resuspended in single-detergent lysis buffer (described above), incubated for 30 minutes, and centrifuged at 20,800 *g*. The supernatant (referred to hereafter as the ER-nuclear membrane-chromatin fraction) was aliquoted and snap-frozen. All steps were carried out on ice in the cold room.

### Cell-membrane Extract

Cells grown in 15-cm dishes were washed 3 times with PBS and lysed in 1 ml/dish lysis buffer (300 mM mannitol, 20 mM Hepes-Tris pH 7.4, 2 mM EDTA, 1 mM PMSF, 1X Complete EDTA-free). The cell suspension was homogenized by syringing with a 25G needle, and lysis was verified under the microscope with trypan blue staining. The lysate was centrifuged for 10 min at 100 *g* (4°C) to eliminate cellular debris and then ultracentrifuged (287,660 *g*) at 4°C for 45 minutes. The supernatant was discarded. The membrane pellet was homogenized by syringing with a 25G needle and suspended in a resuspension buffer (300 mM Mannitol, 20 mM Hepes-Tris pH 7.4, 2 mM EDTA, 0.1% Triton X-100, 0.5% Na-deoxycholate, 1 mM PMSF, 1X Complete EDTA-free) to obtain the cell membrane extract.

### Antibodies

The following primary antibodies were used: rabbit polyclonal anti-KIAA1199 (SDIX, no. 4575.00.02); mouse monoclonal anti-V5 tag antibodies (Abcam, no. ab27671 for Western blotting and immunohistochemistry; Invitrogen, no. R960-25 for immunoprecipitation); mouse monoclonal anti-TUBB (beta-tubulin) (Santa Cruz, no. sc-5274); rabbit polyclonal anti-TFIIH (Santa Cruz, no. sc-293); mouse monoclonal anti-CDH1 (E-cadherin) (BD Transduction Laboratories, no. 610181); mouse monoclonal anti-CTNNB1 (beta-catenin) (Dako, no. M3539); mouse monoclonal anti-active CTNNB1 (Millipore, no. 05-665), which specifically detects beta-catenin dephosphorylated at residues S37 and T41; mouse monoclonal anti-ITPR3 (BD Transduction Laboratories, no. 610312); mouse monoclonal anti-EPHA2 (Millipore, no. 05-480); mouse monoclonal anti-NME2 (Abnova, no. H00004831-M06); rabbit polyclonal anti-UBR5 (Bethyl Laboratories, no. A300-573A); mouse monoclonal anti-CUL1 (Invitrogen, no. 32-2400); mouse monoclonal anti-LGALS3 (Novocastra, no. NCL-GAL3); rabbit polyclonal anti-CANX (calnexin), a kind gift from Dr. Ari Helenius of ETH Zurich; and rabbit polyclonal anti-MYC (Santa Cruz, no. sc-764).

### Immunoprecipitation and Mass Spectrometry

Cells were washed with cold PBS and scraped with a rubber policeman into immunoprecipitation (IP) lysis buffer (150 mM NaCl; 1% NP-40; 50 mM Tris-HCl, pH = 8.0, 1 mM PMSF, 1 mM Na_3_VO_4_, 1 mM NaF, 1X Complete EDTA-free). The lysate was passed through a 25G needle 10 times, incubated on ice for 1 hour, and cleared by 45 min of centrifugation at 20,800 *g*. A 10-microgram extract was pre-cleared by incubation for 2 hours with Protein G Sepharose beads (GE Healthcare) for mouse monoclonal antibodies or Protein A/G Agarose beads (Santa Cruz) for rabbit polyclonal antibodies. The extract was then incubated with 5 µg of primary antibody (overnight, 4°C) and subsequently with Protein-G or A/G beads (1 h). The beads were then washed 3 times with IP lysis buffer and boiled with 1X SDS-bromophenol blue dye at 95°C. After 2 minutes of centrifugation at 2700 *g*, the supernatant was collected in a new tube. The beads (i.e., the pellet) were boiled again with 1X SDS-bromophenol blue dye at 95°C and centrifuged at 2700 *g*. The supernatant thus obtained was combined with the previous one.

Immunoprecipitated proteins were separated according to molecular mass on NuPAGE Novex 4–12% Bis-Tris gels (Invitrogen) and stained with Roti®-Blue Colloidal Coomassie (Carl Roth GmbH). The gel lane was cut into 35 slices, and each was destained. After in-gel digestion with trypsin (Promega), the peptide-containing supernatants were purified via C18–ZipTip pipette tips (Millipore). The tryptic peptides were separated on a reverse-phase tip column (75 µm ×80 mm) packed with silica-based, reverse-phase C_18_ material (3 µm, 200 Å, AQ, Bischoff GmbH) using a linear gradient of 1% to 35% acetonitrile in 60 min. The eluted peptides were analyzed on an LTQ-Orbitrap mass spectrometer or an LTQ-ICR-FT-Ultra mass spectrometer (Thermo Fisher Scientific) in the data-dependent acquisition mode. Mass spectrometry (MS) data were searched against the Swissprot database (release 2011) using the Mascot search algorithm (Matrix Science) and loaded into Scaffold (Proteome Software) for further analysis. Protein assignments were accepted if peptide and protein probability scores (generated by Peptide Prophet and Protein Prophet algorithms) were ≥95% and ≥80%, respectively [8], [9].

### Microarray Analysis

Using the RNeasy Mini Kit (Qiagen), we extracted total RNA from cells in which KIAA1199 expression had been induced by exposure to doxycycline (48 hours) and from uninduced control cells (3 independent experiments). Methods used for quality assessment of RNA, cDNA generation, hybridization of fragmented and biotin-labeled DNA to Affymetrix GeneChip Human Exon 1.0 ST array, and data processing have been described in detail elsewhere [10]. Gene expression data obtained with 21,980 transcript clusters were analyzed with the Partek Genomics Suite (Partek). The original microarray data have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE39575.

### Immunofluorescence, Immunocytochemistry, and Western Blot

For immunofluorescence experiments, cells grown on glass cover-slips were washed with PBS, fixed at room temperature with 4% paraformaldehyde (20 minutes), permeabilized with 0.2% Triton-X 100 (5 minutes), and blocked with 5 mg/ml BSA in PBS (30 minutes). They were then incubated with primary antibody (overnight, 4°C) and then with secondary antibodies (1 hour, 37°C). The cells were covered with DAPI-Vectashield mounting medium (Vector Laboratories), and images were captured on an epifluorescence microscope (Leica) equipped with Leica Application Suite V3.3.0 software. Exposure settings were adjusted in each experiment so that no fluorescence signals were observed in negative control slides (i.e., those incubated without primary antibodies).

Immunocytochemistry and Western blotting were performed as previously described [10], [11].

### Luciferase Reporter Assay

CTNNB1 (beta-catenin)-dependent transcriptional activity was studied in HEK293 cells transfected with the TOPflash or FOPflash reporter vectors (Upstate Biotechnology), which contain a multimeric consensus TCF/LEF binding site and an inactive mutated homologue of this site, respectively. Briefly, cells were seeded in 24-well plates (2×10^4^ cells/well), cultured for 16 hours, and transfected in triplicate (via Lipofectamine LTX, Invitrogen) with a mixture of 75 ng reporter vector, 20 ng pCMVbeta-Gal co-reporter, and 50 ng pcDNA3-CTNNB1 (wild-type or constitutively active CTNNB1^T41A^ kindly provided by M.A. Buendia of the Institut Pasteur in Paris), plus 120 ng of either mock, KIAA1199, or TCF4-DN plasmid (this latter from Hans Clevers, Hubrecht Institute, Utrecht, NL). Medium was replaced 8 hours post-transfection, and luciferase activity was assayed 48 h later with the Promega Luciferase assay kit (Promega). Results for each sample were normalized to beta-galactosidase activity (High-sensitivity beta-galactosidase assay kit, Stratagene). For each construct combination, the TCF/LEF-specific transactivation was quantified by dividing the TOPflash luciferase activation by the average FOPflash activity. Luciferase reporter assays were also performed in SW480 Cl.18 cells.

### Proliferation, Colony Formation, Transwell Invasion and Migration Assays

Cells were seeded in duplicate in 6-well plates (5000 cells/well) and grown under standard conditions. At each time point, cells were trypsinized, stained with trypan blue, and counted with a hemocytometer.

For colony formation assays, cells were seeded in triplicate in 100-mm dishes (1000, 500, and 100 cells/dish). After 11 days of growth, the cells were fixed (10 minutes in methanol/PBS, 1∶1), washed in pure methanol (2 minutes), and stained with 20 mg/ml of Crystal Violet Certistain (Merck). Colonies containing >50 cells were identified by manual counts under the microscope.

For invasion assays, 8-microm transwell permeable supports (BD Biosciences) were coated with 50 µl of 0.5 µg/µl Matrigel (BD Biosciences), allowed to dry for 3 hours at room temperature, and rehydrated with 300 µl RPMI medium for 1 hour at 37°C. The upper chamber was seeded (in triplicate) with 200,000 cells; the lower chamber was filled with medium containing 500 µl of 20% fetal calf serum (as a chemoattractant). Forty-eight hours later, the insert was cleaned thoroughly with a cotton swab to remove any cells that had not passed through the membrane. It was then placed in 2% formaldehyde (freshly prepared in PBS) to fix the cells (10 minutes) and washed 3 times with PBS. DNA was stained with DAPI (10 minutes), and 20 randomly selected fields were imaged with an Olympus IX81 microscope equipped with Cell^∧^R software (Olympus, Japan). Stained nuclei were counted with the Count tool of the Adobe Photoshop program (Adobe).

Cell migration was comparatively assessed in KIAA1199 expressing clones and SW480 Dest (controls) using the in vitro scratch test, as described elsewhere [12].

### Statistical Analysis

For microarray experiments, p values were generated with a paired, two-tailed t test performed in the Partek Genomics Suite and the results subjected to Benjamini-Hochberg correction. To select genes whose mRNA levels changed upon KIAA1199 expression, we used an unadjusted p value threshold of 0.025, the equivalent of a Benjamini-Hochberg adjusted p value of 0.55.

For other experiments reported in this study, two-tailed p values were calculated with paired or unpaired t tests performed with the GraphPad Prism 5.0 statistical software package.

## Results

Figure S1A shows *KIAA1199* mRNA expression data from our previous study on benign and malignant colorectal tumor tissues, normal colorectal mucosal samples, and 8 colon cancer cell lines [1]. The widely variable expression levels observed in these cell lines were also seen in Western blot experiments in the present study (Figure S1B). They probably reflect epigenetic changes at the *KIAA1199* promoter, as recently described in human breast cancer cells [13].

The LS174T cell line, which displayed the highest expression at both the mRNA and protein levels, was used to investigate the subcellular localization of endogenous KIAA1199 protein. Collectively, our Western blot (Figure 1A) and immunocytochemistry data (Figure 1B) indicated that the KIAA1199 in these cells is found mainly in the perinuclear space (presumably the ER, including the outer nuclear membrane and ER tubules) and cell membrane–a pattern similar to that found in normal colorectal epithelial cells [1]. The protein also appeared to be abundantly secreted (Figure 1A). Treatment of LS174T protein extracts with Peptide N-glycosidase F (PNGaseF), which cleaves asparagine-linked (N-linked) oligosaccharides from glycoproteins, increased KIAA1199 mobility in Western blotting (Figure S2A).

**Figure 1:**
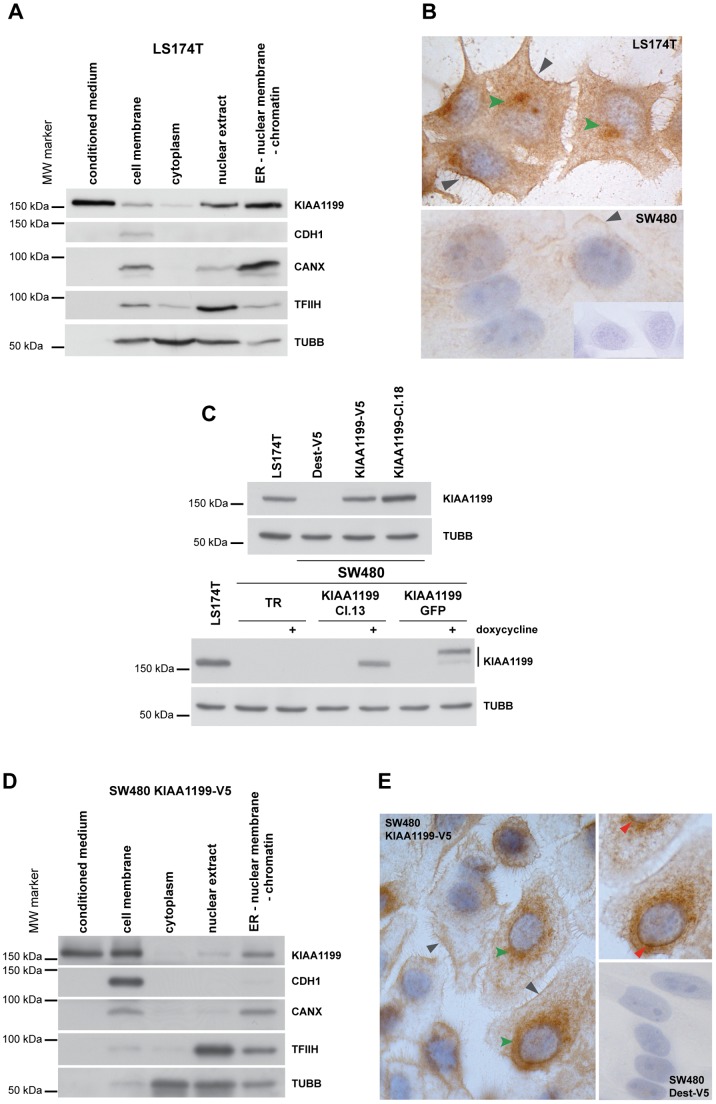
Expression and localization of KIAA1199. **A.** Western blots showing KIAA1199 protein levels in distinct subcellular compartments of LS174T cells and in conditioned medium. CDH1 (E-cadherin), CANX (calnexin), TUBB, and TFIIH were used as cell-membrane, ER, cytoplasmic, and nuclear markers, respectively. **B.** Immunocytochemical localization of KIAA1199 in LS174T (upper panel) and SW480 cells (lower panel). Gray arrowheads: cell membrane expression; green arrowheads: perinuclear expression. Inset: negative control (immunostaining without primary antibody). **C.** Constitutive and inducible expression of KIAA1199 in transfected SW480 cells. Top: SW480 clones expressing KIAA1199 constitutively. Dest-V5, cells transfected with empty vector pcDNA3.2V5DEST; KIAA1199-V5, cells expressing KIAA1199-V5 tagged at C-terminus; KIAA1199-Cl.18, cells expressing untagged KIAA1199. Bottom: SW480 clones expressing KIAA1199 upon doxycycline induction. TR, tetracycline-repressor-expressing control cells; KIAA1199-Cl.13, cells expressing KIAA1199 only in the presence of doxycycline; KIAA1199-GFP, cells expressing C-terminal GFP-tagged KIAA1199 only in the presence of doxycycline. The total cell extract of LS174T cells (endogenous KIAA1199 expressors) was used as a positive control; TUBB was used as loading control. **D.** Subcellular localization of KIAA1199 in SW480 KIAA1199-V5 cells. CDH1, CANX, TUBB, and TFIIH were used as cell-membrane, ER, cytoplasmic, and nuclear markers, respectively. **E.** Immunocytochemical staining of SW480 KIAA1199-V5 cells shows KIAA1199 in the cell membrane (gray arrowheads) and perinuclear space (green arrowheads). Upper right inset: Fine focusing clearly reveals staining of the nuclear membrane (red arrowheads). Lower right inset: Negative control (SW480 Dest-V5 immunostained with V5-tag-specific antibody).

Restoration of KIAA1199 expression was investigated in SW480 cells, where KIAA1199 expression is minimal-absent (Figure 1B and Figure S1). We established SW480 clones that expressed tagged (C-terminal V5 or GFP) or untagged forms of KIAA1199, constitutively (KIAA1199-V5 and KIAA1199-Cl.18) or upon doxycycline induction (KIAA1199-Cl.13 and KIAA1199-GFP) (Figure 1C). The subcellular KIAA1199 distribution patterns in all these clones were virtually identical to that of endogenous KIAA1199 in LS174T cells (see example in Figures 1D and 1E), and all secreted the exogenously expressed protein **(**tagged and untagged forms) into the conditioned media (Figure 1D).

The KIAA1199-V5 and KIAA1199-Cl.18 clones, which displayed relatively high constitutive expression of KIAA1199 (Figure 1C), were used in IP/MS experiments designed to identify proteins that might interact with KIAA1199. Figure 2A to 2C show the cells and antibodies used in each of the 3 independent IP experiments and an example of the silver staining band pattern of the KIAA1199 immunoprecipitate. Eighty-nine proteins (Table S1) were identified as putative KIAA1199 interactors on the basis of MS analysis of co-immunoprecipitates. All met the following criteria in at least 2 of the 3 experiments: 1) their peptides were present in the KIAA1199 immunoprecipitates and absent in control immunoprecipitates described in Figure 2A; or 2) their presence in the KIAA1199 immunoprecipitates was observed at least 4 times more frequently than in the control immunoprecipitates. Validation IP experiments were performed for several of these proteins (CANX, CUL1, EPHA2, ITPR3, LGALS3, NME2, and UBR5; see antibodies used in *Material and Methods*). ITPR3 and EPHA2 emerged as *bona fide* KIAA1199 interactors (Figure 2D and Figure S3). IP is often performed with extracts from cells in which the proteins of interest are overexpressed. The extracts used in our experiments contain only endogenously expressed ITPR3 and EPHA2, and this may partly account for the relatively weak interaction between these proteins and KIAA1199.

**Figure 2:**
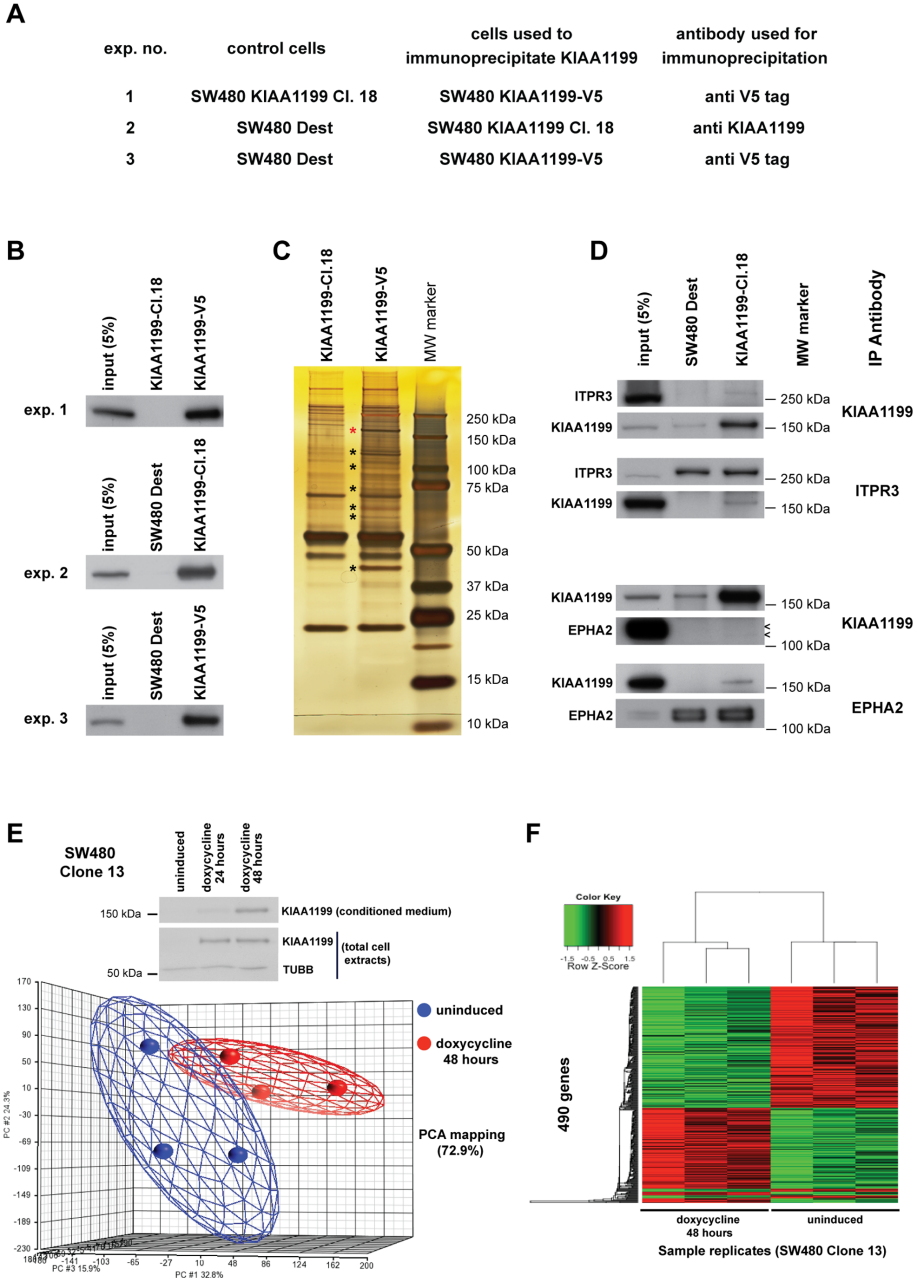
KIAA1199 interactome and gene expression changes associated with KIAA1199 expression in SW480 cells. **A.** The table shows cell lines and antibodies used in the three immunoprecipitation experiments performed to identify proteins that interact with KIAA1199. **B.** Representative Western blots showing the results of the immunoprecipitation experiments summarized in the table. Input: exp.1 and 3, KIAA1199-V5 extract; exp.2, KIAA1199-Cl.18 extract. **C.** Silver-stained gel showing unique bands present only in the KIAA1199 immunoprecipitate (black asterisk) following IP with antibodies against the V5 tag. (The immunoprecipitated KIAA1199 is indicated with a red asterisk.) **D.** Upper four strips: Western blot showing co-immunoprecipitation of ITPR3 with anti-KIAA1199 antibody and reciprocal co-immunoprecipitation of KIAA1199 with anti-ITPR3 antibody. Lower four strips: Western blot showing co-immunoprecipitation of EPHA2 with anti-KIAA1199 antibody (arrowheads) and reciprocal co-immunoprecipitation of KIAA1199 with anti-EPHA2 antibody. Input: KIAA1199-Cl.18 extract. The weak interactions of these two proteins with KIAA1199 might be related to the fact that IP was performed using extracts from cells in which these two proteins were endogenously expressed (instead of overexpressed). **E.** Top: Western blot showing KIAA1199 protein levels in SW480 Clone 13 total cell extracts and in conditioned medium before and after doxycycline induction. TUBB: loading control. Bottom: Principal component analysis (PCA) of log_2_ *KIAA1199* mRNA expression intensity values. The plot of PCA scores for the six samples 48 h after doxycycline induction shows clear separation of replicates with (n = 3) vs. without (n = 3) KIAA1199 expression. The first three principal components explain 72.9% of the total variance. **F.** Heatmap showing expression of the 490 differentially expressed genes (*y* axis) before and after doxycycline-induced KIAA1199 expression in three replicate experiments. (Green: upregulated; red: downregulated in KIAA1199-expressing cells; p value <0.025, and fold change >1.2).

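In the values deposited by the authors for these 6 arrays, the first 3 principal components held 69.4% of the variance, with 31.0% on the first, 21.4% on the second and 17.0% on the third. They were computed from 26444 probe sets, each scaled to unit variance, after 1 probe set with the same value on all arrays was left out. On the first component the uninduced arrays scored -97.6, -99.5 and 0.38 in experiments 1, 2 and 3, and the doxycycline arrays scored 29.7, 25.5 and 141.5. All 3 doxycycline arrays therefore lay above all 3 uninduced arrays on this component, with a gap of 25.1 between the uninduced array of experiment 3 and the doxycycline array of experiment 2, 10.4% of the range of the 6 scores. Chance alone places 3 arrays entirely on one side of the other 3 in 10% of cases. With probe sets centred but not scaled, the first 3 components held 67.8%, and the groups did not overlap on the first, but the gap between them was only 2.7% of the range.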

We also investigated gene expression changes 48 h after doxycycline-mediated induction of KIAA1199 expression in KIAA1199-Cl.13 cells. 

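SW480 is a human colorectal cancer cell line, and Clone 13 carries a KIAA1199 construct that is switched on by doxycycline. Total RNA was taken in 3 independent experiments from induced cells, 48 h after doxycycline was added, and from uninduced cells, and each of the 6 RNA samples was hybridized to a GeneChip Human Exon 1.0 ST array, whose probes lie along the exons of each gene. The sample labels give a doxycycline dose of 50 ng/ml, while the paper's methods give 50 to 200 ng/ml for the induction of its clones. The values deposited by the authors are log2 expression levels, 1 per gene and array, for 26445 probe sets that are each named by an Ensembl gene identifier. The paper's own analysis used 21980 transcript clusters of the same arrays, with Affymetrix identifiers, so the features tested here are a different set. Background correction and summary method are described in another article that the paper cites. On every array the levels had a median of 5.66 and a mean of 5.67, and at the same rank the sorted levels of the 6 arrays differed by at most 0.024, so the arrays had already been brought to a common distribution. Any 2 arrays correlated over the probe sets with an r between 0.984 and 0.989. No further normalization was applied. Each probe set was tested with limma on the log2 levels, with the number of the experiment as a block because the paper's test is paired, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. Precision is limited by the number of arrays, 3 per group. The deposited values and Table S2 do not pair the Ensembl identifiers with gene symbols, and the table of gene names used here has an empty column for Ensembl identifiers, so no identifier could be looked up, and the levels of KIAA1199 and of the other genes named in the text were not analysed here.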

Use of this isogenic cellular system allowed prompt detection of changes that occurred shortly after KIAA1199 expression was switched on. (The assay time point was chosen on the basis of the Western blot data shown in Figure 2E). In principal component analysis, KIAA1199-expressing cells were clearly distinguished from the uninduced cells (Figure 2E, three independent experiments), and expression of the protein was associated with significant changes in the transcript-level expression of 490 genes (Figure 2F, Table S2). 

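Of the total variance over the scaled probe sets, 25.8% lay between the doxycycline and the uninduced arrays, where splits drawn at random would give 20% on average. This was the largest share among the 10 ways of dividing the 6 arrays into groups of 3 (exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow), and the next largest share was 23.8%. At the paper's limits, an unadjusted p under 0.025 and a fold change of at least 1.2 in either direction, limma with the experiment as a block called 1543 of the probe sets, 766 of them raised and 777 lowered by doxycycline. The count moved most when the fold change minimum was set to 1.5, which left 238 probe sets. With the methods' t-test, paired and 2-tailed, 577 probe sets passed the same limits, and all 577 were among the 1543. Leaving out experiment 2 or experiment 3 lowered the limma count to 994 or 986, and leaving out experiment 1 gave 1344. The paper reads the distinction of the groups from the plot of the components, takes the genes past its limits as those whose expression changed with the protein, and from the size of the fold changes proposes a moderate effect of KIAA1199 on the transcriptome.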

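Over all 26445 probe sets, the median absolute log2 fold change between doxycycline and uninduced cells was 0.10, a fold change of 1.07. The 3 differences of a probe set, of which the fold change is the mean, had a median SD of 0.14. This is the spread of single differences and not the error of their mean. For 90% of the probe sets the absolute log2 fold change was at most 0.32 and for 99% at most 0.70. A change of at least 1.2-fold was reached by 4046 probe sets, of at least 1.5-fold by 515 and of at least 2-fold by 54. Among the probe sets called by limma, the median absolute log2 fold change was 0.38, or 1.30-fold, and 43 changed at least 2-fold. Leaving out each array or experiment in turn kept the median over all probe sets between 0.095 and 0.12. The largest rise was that of ENSG00000103888_at, from a log2 level of 7.77 ± 0.14 (SD, n = 3) without doxycycline to 9.60 ± 0.36 (SD, n = 3) with it, a log2 fold change of 1.83 (standard error 0.11, adjusted p = 0.35 from limma). It rose by 1.84, 1.60 and 2.05 in the 3 experiments (exact sign-flip permutation test, two-sided p = 0.25, the smallest p that 3 pairs allow). Its level without doxycycline was higher than that of 83.4% of the probe sets. The next largest rise among the called probe sets that moved the same way in all 3 experiments was at ENSG00000207326_at, with a log2 fold change of 1.65 (standard error 0.21, adjusted p = 0.35), but its level without doxycycline was above only 4.5% of the probe sets, and it did not pass the limits in the methods' t-test. The largest falls among them were at ENSG00000210241_at, with a log2 fold change of -1.55 (standard error 0.26, adjusted p = 0.35), and at ENSG00000211366_at, with -1.36 (standard error 0.10, adjusted p = 0.35). The level of ENSG00000211366_at with doxycycline was above only 10.0% of the probe sets. The fall at ENSG00000210241_at did not pass the limits in the methods' t-test, its 3 differences being -1.46, -0.99 and -2.20. The adjusted p of 0.35 given for each of the named probe sets was the smallest of any probe set with limma. Probe sets with much smaller changes shared it, such as ENSG00000005486_at with a log2 fold change of 0.402 (standard error 0.093). The adjusted p therefore does not rank the named changes against each other or against such weaker ones.

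**Figure D1:**
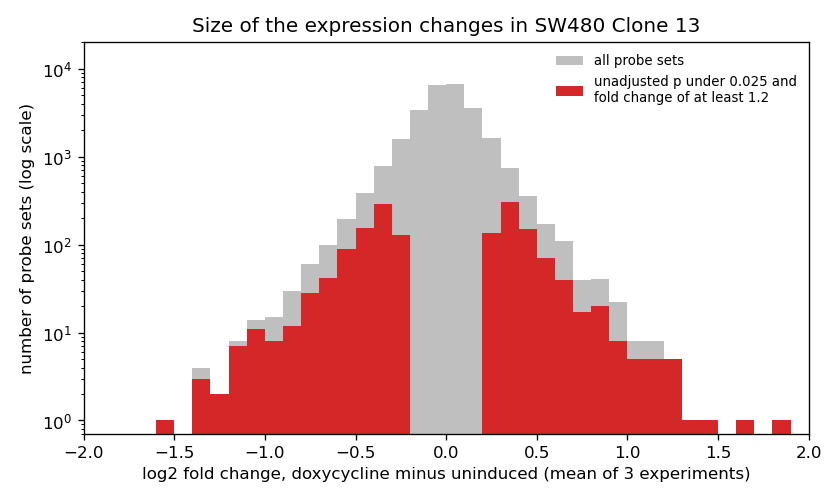
Histogram of the log2 fold change, doxycycline minus uninduced as the mean of 3 experiments, in steps of 0.1 and with the number of probe sets on a log scale. Grey shows all 26445 probe sets and red the 1543 with an unadjusted p under 0.025 and a fold change of at least 1.2; 54 of all probe sets lie beyond a log2 fold change of 1 in either direction.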

Fold changes were generally low, pointing to a moderate effect of KIAA1199 expression on the transcriptome of these cells. However, as reported in *Material and Methods*, the genes listed in Table S2 were selected using a low level of stringency. This approach was associated with a high false discovery rate, but it increased our chance of selecting genes that were also among the putative KIAA1199 interactors identified in our MS experiments. 

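With limma, 1818 of the 26445 probe sets had an unadjusted p under 0.025, where 661.1 would have it if no probe set had changed. The Benjamini-Hochberg adjusted p of the last of these was 0.36, and it was 0.45 for the methods' t-test, which placed 1444 probe sets under the same unadjusted limit. It was highest, at 0.85, when the experiments were not used as a block and the uninduced array of experiment 2 was left out. The smallest adjusted p of any probe set was 0.35 with limma and 0.13 with the methods' t-test. No probe set had an adjusted p under 0.05 in either test (0 of 26445), although 3248 had an unadjusted p under 0.05 with limma and 2755 with the methods' t-test, against 1322 without any change. On simulated arrays with 200 probe sets changed, the methods' t-test placed 0 of them under an adjusted p of 0.05 even at a log2 change of 2, while limma with the block placed 0 there at a log2 change of 0.5, 168 at 1 and 197 at 2. In the measured values, the 43 called probe sets that changed at least 2-fold were not under it, so the recovery on simulated arrays does not carry over to them.

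**Figure D2:**
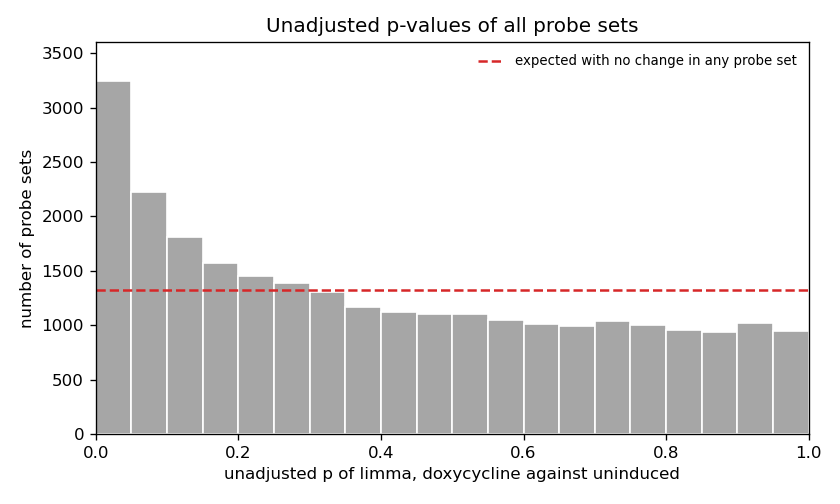
Histogram of the unadjusted limma p-values of all 26445 probe sets in steps of 0.05, with the number of probe sets on the vertical axis. The first bar holds 3248 probe sets, and the dashed line marks the 1322 that each bar would hold if no probe set had changed.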

In fact, EPHA2 and ITPR3 were included in both lists although their mRNA and protein levels were only modestly changed upon KIAA1199 expression (Figure S4). The two lists were then interrogated with GeneGO MetaCore software (Thomson Reuters) to identify any gene ontology categories or interactomes that might be over-represented therein (Table 1). The results of these analyses are discussed extensively below (see *Discussion*).

**Table 1:** Gene ontologies (GO) and interactomes over-represented in the lists of putative KIAA1199 interactors and genes whose transcript levels were affected by KIAA1199 expression.

89 putative interactors of KIAA1199 (IP/MS data)		490 genes whose expression changed upon KIAA1199 expression (microarray data)	
Enrichment Ontologies and Interactome	p value	Enrichment Ontologies and Interactome	p value
**GO cellular localization**		**GO cellular localization**	
* Cytoplasm*		* Organelle*	
cytoplasmic part	2.93E-10	organelle part	2.18E-14
cytoplasm	3.28E-10	intracellular organelle	1.10E-13
* Organelle*		intracellular membrane-bounded organelle	5.57E-11
pigment granule	4.02E-11	membrane-enclosed lumen	1.05E-06
membrane-enclosed lumen	2.18E-09	intracellular organelle lumen	1.21E-06
organelle lumen	4.97E-09		
cytoplasmic membrane-bounded vesicle	3.72E-07	* Cytoplasm*	
membrane-bounded organelle	4.79E-07	cytoplasmic part	2.60E-08
ER lumen	3.25E-06	cytoplasm	1.66E-06
* Proteosome complex*	1.08E-06		
**Pathway Maps**		**Pathway Maps**	
* CTFR (Cystic fibrosis transmembrane conductance regulator)* * folding and maturation*	9.61E-05	* Transport*	
		Rab-9 regulation pathway	1.13E-05
* G-protein signaling*		Clathrin-coated vesicle cycle	8.29E-04
G protein-coupled receptors in blood coagulation	1.00E-04	Sorting endosome formation in cystic fibrosis	7.49E-02
S1PR1 signaling pathway (also S1PR2 and S1PR3)	1.95E-04	* Cytoskeleton remodeling*	
G-protein signaling_Regulation of cAMP levels by ACM	2.13E-04	Role of Activin A in cytoskeleton remodeling	1.13E-05
Alpha-2 adrenergic receptor regulation of ion channels	2.52E-04	TGF, WNT and cytoskeletal remodeling	5.75E-05
Alpha-2 adrenergic receptor activation of ERK	7.33E-04	Role of PKA in cytoskeleton reorganisation	3.74E-04
		Regulation of actin cytoskeleton by Rho GTPases	5.32E-03
* Cell adhesion*		* Cell adhesion*	
Chemokines and adhesion	5.03E-04	Histamine H1 receptor signaling in the interruption of cell barrier integrity	6.58E-05
Ephrin signaling	3.24E-03	Ephrin signaling	5.25E-03
Histamine H1 receptor signaling in interruption of cell barrier integrity	3.24E-03	* Transcription*	
ECM remodeling	4.88E-03	Role of heterochromatin protein 1 (HP1) family in transcriptional silencing	3.40E-04
		* Apoptosis and survival*	
* Transcription*		Anti-apoptotic action of Gastrin	5.27E-04
Role of Akt in hypoxia induced HIF1 activation	7.26E-04	BAD phosphorylation	4.09E-03
		* Cell cycle*	
* Immune response*		Initiation of mitosis	5.68E-04
Antigen presentation by MHC class I	8.10E-04	* Role of alpha-6/beta-4 integrins in carcinoma progression*	6.52E-04
CCR4-induced chemotaxis of immune cells	1.38E-03	* Development*	
		SSTR1 in regulation of cell proliferation and migration	1.01E-03
* Glycolysis and gluconeogenesis*	1.20E-03	Endothelin-1/EDNRA signaling	1.38E-03
		FGFR signaling pathway	1.50E-03
* Guanosine/hypoxanthine triphosphate metabolism*	2.92E-03	TGF-beta-dependent induction of EMT via RhoA, PI3K and ILK	5.68E-03
		* G-protein signaling*	
* Role of alpha-6/beta-4 integrins in carcinoma progression*	3.24E-03	G-protein alpha-q signaling cascades	1.86E-03
		S1PR2 receptor signaling	2.08E-03
		* Signal transduction*	
		IP3 signaling	7.12E-03
		Activation of PKC via G-protein coupled receptor	8.78E-03
**Metabolic Networks**		**Metabolic Networks**	
Phosphatidylcholine pathway	2.78E-03	Phosphatidylcholine pathway	1.03E-06
		Phosphatidylinositol-3,4-diphosphate pathway	2.59E-04
**GO Processes**		**GO Processes**	
* Nucleobase-containing small molecule metabolic process*	2.21E-10	Protein transport	9.77E-10
* ER processes*		Establishment of protein localization	1.14E-09
ER unfolded protein response	1.30E-09	Nitrogen compound metabolic process	3.33E-09
Response to ER stress	4.95E-09		
ER-nucleus signaling pathway	4.95E-09		
**GO molecular functions**		**GO molecular functions**	
Protein binding	1.00E-14	Protein binding	6.00E-10
Nucleotide binding	2.63E-07		
**Transcription factors**		**Transcription factors**	
SP1	1.12E-10	HNF4-alpha	7.04E-08
MYC	2.27E-10	MYC	2.66E-06
HNF4-alpha	3.64E-06		
ATF-2/c-Jun	8.77E-06		
**Significant interactions within set**		**Significant interactions within set**	
CTNND1/ITGB4 or TLN1		RPL4/CANX or NMP1	
HSP90B1/LRP1 or HYOU1		PXN/LIMK1	
ITGB4/ITGA6		ROCK1/LIMK1	
LGALS3/CTSD or ITGB4			
LRP1/CTSD or CANX			
TARDBP/H1FX			
TLN1/LRP1 or ITGA6			
ITGA6/CANX			

We previously showed that *KIAA1199* expression is reduced by induction of a truncated, dominant-negative form of TCF4 in LS174T cells (Figure S2B), suggesting that it might be a novel Wnt signaling target [1]. We now have evidence suggesting that KIAA1199 expression exerts negative feedback on this signaling. TOP/FOPflash reporter assays were used to assess the impact of KIAA1199 expression on transcriptional activity elicited by wild-type CTNNB1 or by CTNNB1^-T41A^, a constitutively active form of the protein with a threonine-for-alanine substitution resulting in a non-phosphorylatable protein at residue 41. In HEK293 cells, which are KIAA1199-nonexpressors (data not shown), ectopic KIAA1199 expression clearly inhibited the transcription evoked by both forms of CTNNB1 (Figure 3A) and significantly reduced the expression of wild-type and constitutively active CTNNB1 (Figure S5A). These effects were less evident in SW480, which are characterized by particularly strong TCF transactivation [14]. Owing in all probability to insufficiently high transfection efficiency, CTNNB1-driven transactivation of the TCF-responsive promoter in SW480 KIAA1199 Cl.18 cells was only modestly (but nonetheless significantly) decreased relative to that observed in SW480 Dest controls (Figure S5B). Consistently, ectopic KIAA1199 expression produced only limited decreases in active CTNNB1 protein levels (i.e., those detected by antibodies recognizing the protein dephosphorylated at residues S37 and T41) and had even fewer effects on total CTNNB1 expression (Figure 3B). This downregulation–in both the nuclear and cytoplasmic compartments–was more evident in immunocytochemical (Figure 4A) and immunofluorescence (Figure 4B) studies performed on KIAA1199-V5 and KIAA1199-GFP clones, respectively. It appears to be a post-transcriptional effect since our microarray experiments revealed no decrease in *CTNNB1* mRNA levels. (Correlation between KIAA1199 and CTNNB1 protein expression patterns in neoplastic tissues could not be assessed since all tumors invariably showed overexpression of KIAA1199 [1].).

**Figure 3:**
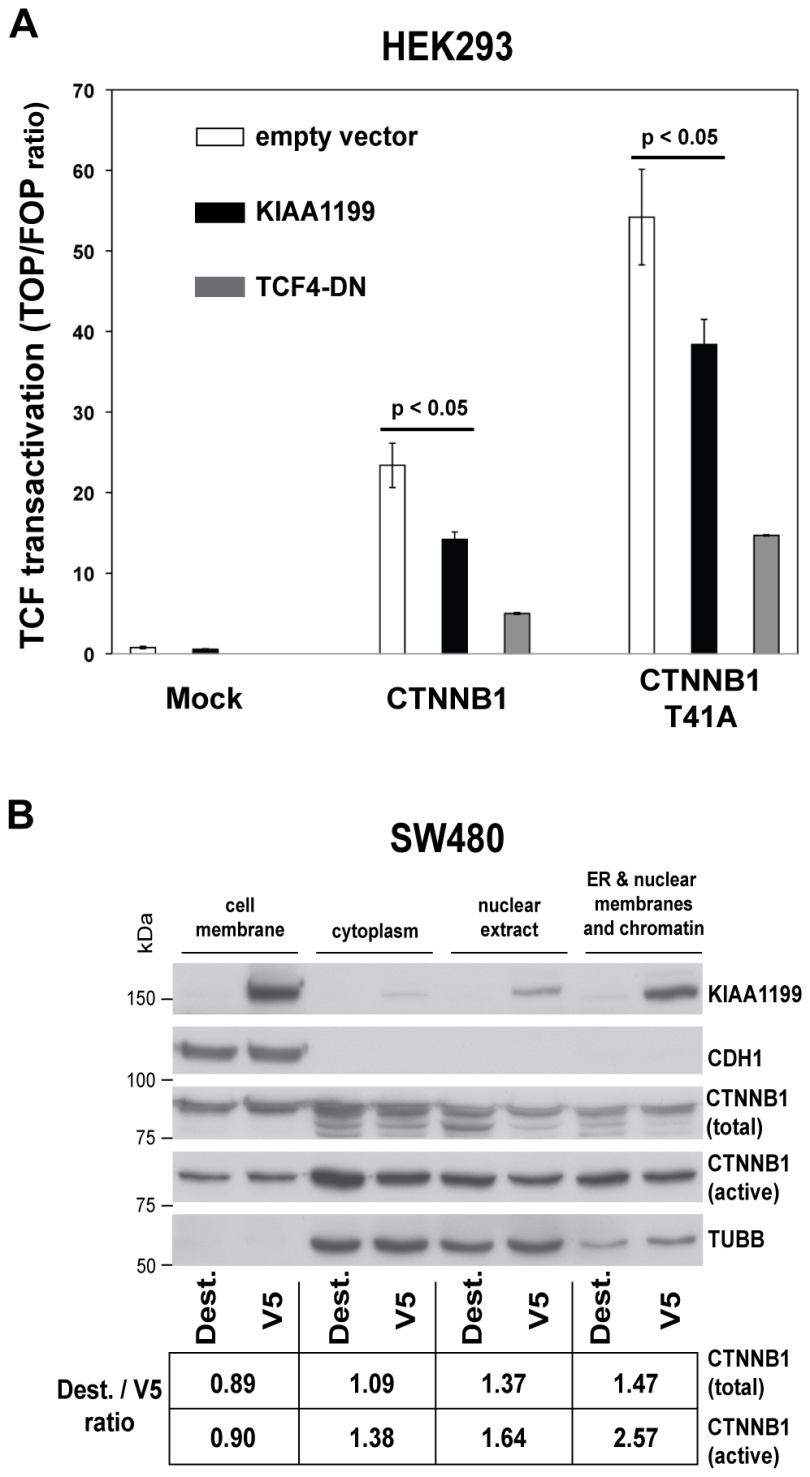
KIAA1199 exerts negative feedback on canonical Wnt signaling. **A.** Ectopic KIAA1199 expression in HEK293 cells inhibits the transcriptional activity elicited by wild-type CTNNB1 or by a constitutively active form of the protein, CTNNB1-T41A. Cells were transiently transfected with either a TOPflash or a FOPflash reporter vector, together with an empty vector or an expression vector for KIAA1199 or TCF4-DN. TOP/FOP ratios are the mean ± SEM of triplicate experiments. **B.** Total and active CTNNB1 levels in SW480 cells expressing KIAA1199 (V5) and in empty vector-transfected (Dest) controls. The table shows fold changes (vs. controls) in the expression of both CTNNB1 forms induced by KIAA1199 expression based on quantification of band intensity relative to that of CDH1 or TUBB in the same lane. TUBB was used as loading control for cytoplasmic and nuclear fractions since it was detectable in these fractions of the SW480-V5 and Dest cell extracts under the same extraction conditions. Furthermore, TUBB has been reported to shuttle to the nucleus ([50] and references herein).

**Figure 4:**
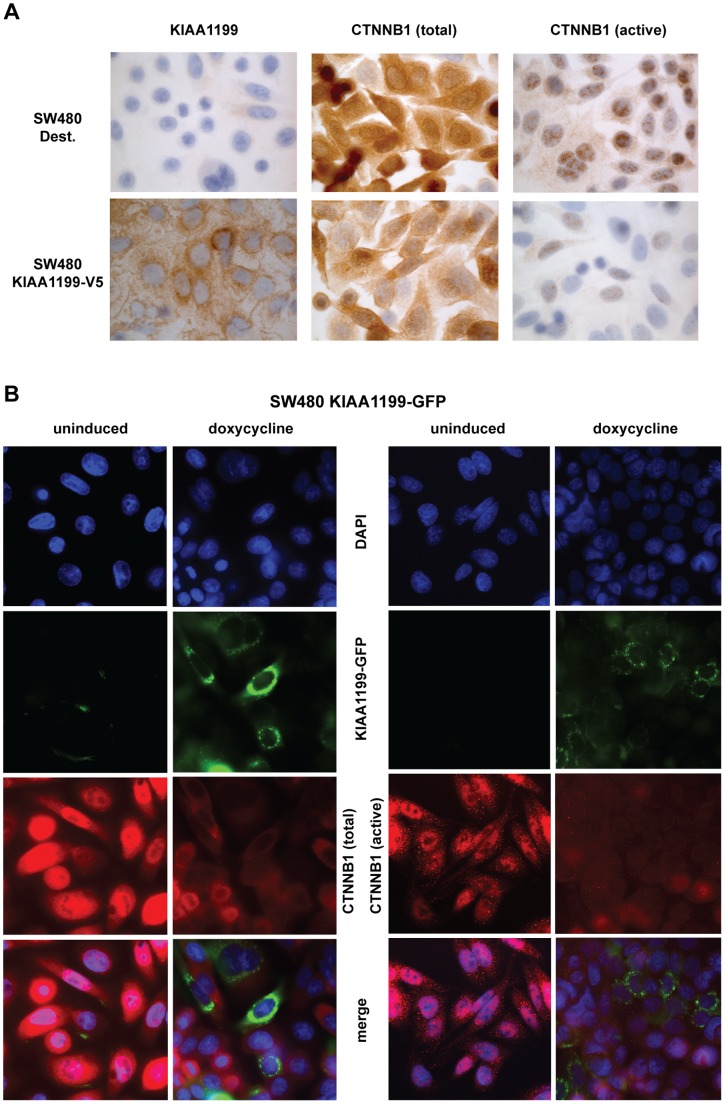
Ectopic expression of KIAA1199 decreases cytoplasmic and nuclear levels of CTNNB1. **A.** Immunocytochemical staining for total and active CTNNB1 in empty vector-transfected SW480 cells (Dest-V5) and SW480 cells expressing KIAA1199-V5 constitutively. The latter cells, presented decreased CTNNB1 levels in the nucleus and cytoplasm. **B.** Similar results were observed in SW480 KIAA1199-GFP cells (immunofluorescence experiments). Although only a fraction of these cells exhibited substantial KIAA1199-GFP expression upon doxycycline induction, the vast majority displayed CTNNB1 depletion (total and active forms) in both the nucleus and cytoplasm, which is probably a paracrine effect of secreted KIAA1199.

Restoration of KIAA1199 expression also altered SW480 cell morphology (Figure 5A). Control SW480 Dest cells, like the parental SW480 line [15], [16], tended to be round, and confluent cultures were characterized by clusters of piled-up cells. In contrast, KIAA1199-V5-expressing cells were flatter with a more epithelial-like aspect. These changes were consistent with the lower proliferation rates (Figure 5B) and reduced cloning efficiency (Figure 5C) observed in KIAA1199-V5 cells. The KIAA1199-expressing cells also displayed decreased *in vitro* invasiveness (Figure 5D), but their directional migration in the in vitro scratch test was not significantly different from that of controls (data not shown). These cellular phenotypes were confirmed in Clone 18, which also expressed KIAA1199 constitutively, but they could not be consistently reproduced by doxycycline-induced KIAA1199 expression in Clone 13.

**Figure 5:**
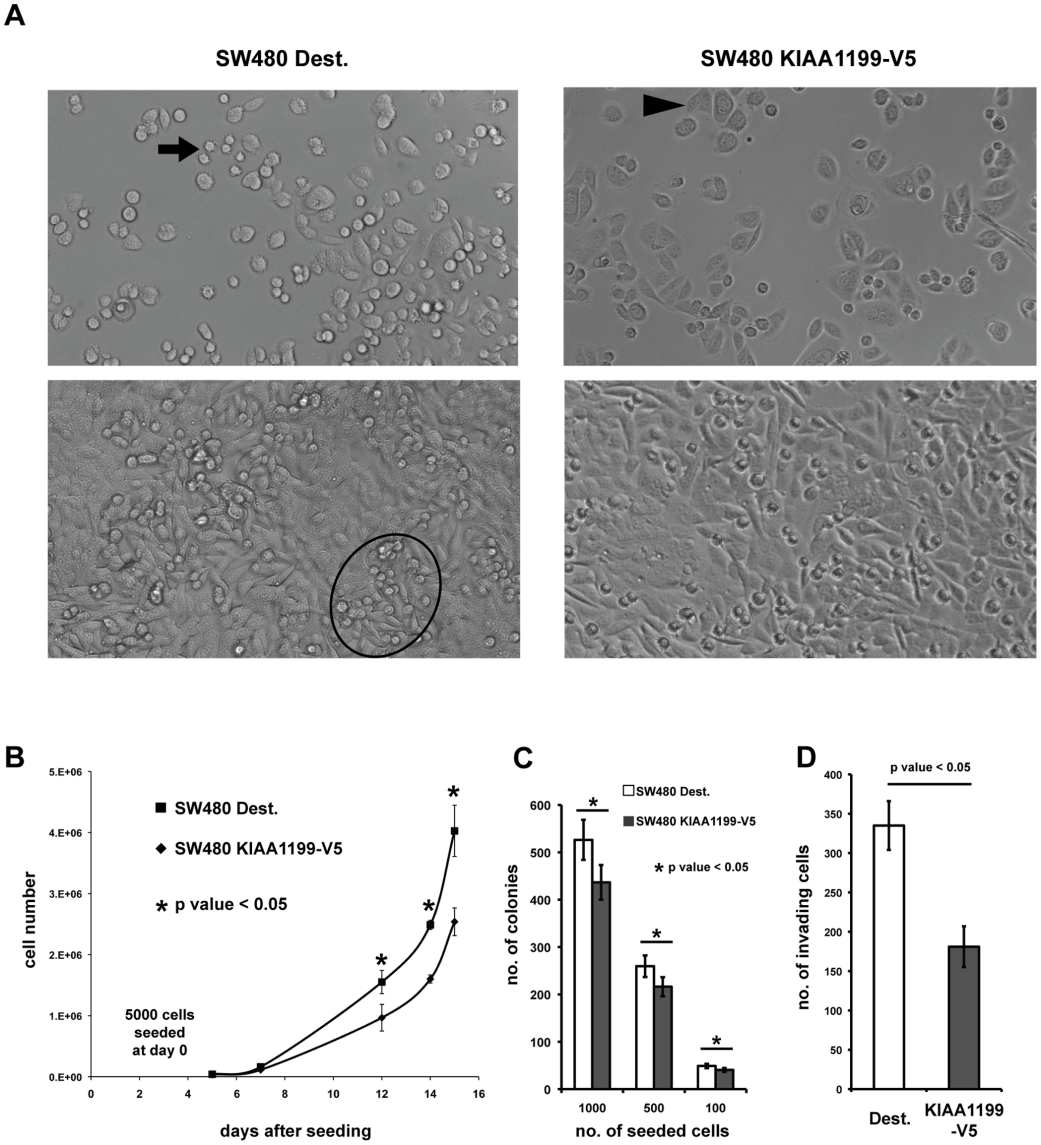
Effect of ectopic constitutive KIAA1199 expression on SW480 cell morphology, proliferation, and invasiveness. SW480 KIAA1199-V5 cells were compared with SW480 Dest-V5 cells (empty vector controls). Each cell phenotype shown in this figure is based on the results of at least three independent experiments. Mean values ± SEM are reported. **A.** Morphology of control (left) and KIAA1199-V5-expressing cells (right) at low (top) and high (bottom) confluence. Control SW480 Dest cells, like the parental SW480 line [15], [16], tended to be round (arrow), and confluent cultures were characterized by clusters of piled-up cells (ellipse). In contrast, KIAA1199-V5-expressing cells were flatter with a more epithelial-like aspect (arrowhead). Compared with controls, KIAA1199-V5-expressing cells also displayed: **B.** diminished proliferation rates; **C.** reduced colony formation; and **D.** a decrease in invasiveness of ∼45%.

## Discussion

Using colon cancer cell lines with endogenously or ectopically expressed KIAA1199, we carried out subcellular localization, gene expression, and proteomic studies aimed at delineating the functions of this currently uncharacterized protein. Our findings show that KIAA1199 is a glycosylated protein located predominantly in the perinuclear space (probably the ER, including both the outer nuclear membrane and ER tubules) and plasma membrane. It is also secreted into the extracellular environment (and additional studies are being planned to explore its functions in that milieu). Collectively, these features are suggestive of a protein with functions in distinct membranous cell compartments and they are completely in line with the results of our 2-pronged high-throughput analysis. The lists we compiled of genes encoding putative KIAA1199 interactors and genes whose transcription is significantly up- or downregulated by KIAA1199 expression (Tables S1 and S2) both point to *organelles* and/or *cytoplasm* as KIAA1199’s probable location within the cell (Table 1). Indeed, the 11 genes on both lists all encode proteins known to be localized in these compartments (ACADVL, CANX, EIF3E, EPHA2, FASN, HPRT1, ITPR3, MFGE8, PSMB2, TAGLN2, and TKT–12.4% of the putative interactor proteins).

Both lists also exhibit strong enrichment for components of *cell membrane-*associated pathways (Table 1). The cell-membrane receptor *e*phrin A2 (EPHA2), for example, interacts with KIAA1199, and EPHA2 transcript and protein levels increased slightly upon expression of KIAA1199. The EPHA2 receptor plays key roles in cell adhesion and migration, cytoskeletal organization, mitogenic and survival signaling (e.g., MAP/ERK and PI3K pathways), angiogenesis, and tumor neovascularization [17], and it has been extensively investigated as a therapeutic target in pre-clinical cancer models [18]. EPHA2 and ephrins can produce opposite effects via bidirectional and unconventional signaling modalities, which–to further complicate matters–vary considerably from one cell type to another [19]. This makes it very difficult at this stage of our research to speculate on the outcome of the KIAA1199/EPHA2 interaction in our SW480 clones, in particular, whether it is in any way responsible for the phenotype of KIAA1199-expressing cells shown in Figure 5. Another membrane receptor, the *ITGA6/ITGB4 (alpha-6/beta-4) integrin complex,* also appeared in both our lists. Its abnormal function has been implicated in the progression of carcinomas (Table 1), including those of the colon [20]. When bound by extracellular matrix molecules like laminin, ITGA6/ITGB4 functions with growth factor receptors to bring about hemidesmosomal and cytoskeletal rearrangements and trigger various forms of intracellular signaling (e.g., MAP/ERK and PI3K) that lead to gene expression changes [20]–[22]. A very recent study indicates that KIAA1199 is involved in hyaluronan catabolism in the dermis of the skin and arthritic synovium [23]. Its effects, which are upregulated by histamine and down-regulated by TGFβ1, are mediated by the cell membrane-associated, clathrin-coated pit pathway. Interestingly, combined analysis of our microarray and proteomic data also pointed to the *clathrin-coated vesicle cycle*, *Histamine H1 receptor signaling*, and *TGFβ dependent* mechanisms (Table 1). Finally, PLXNA2, a membrane receptor involved in cell adhesion and motility [24], was found to interact with KIAA1199 in a study based on yeast two-hybrid screens [25]. We cannot confirm or exclude such interaction because on the basis of our microarray screen, PLXNA2 does not appear to be expressed in SW480 cells.

Links between KIAA1199 and branches of the *G-protein signaling* pathway also emerged from our transcriptional and proteomic data sets. The list of putative KIAA1199 interactors was enriched for G proteins that mediate the effects of the S1P (sphingosine-1-phosphate)/S1P receptor (S1PR1, 2 and 3) axes (Table 1). In concert with growth factor receptors, S1PRs regulate tumor cell growth, survival, motility and metastasis, as well as vascular permeability and angiogenesis [26], [27]. Interestingly, signaling through S1PR2 also modulates vascularization of the cochlea, where murine *KIAA1199* mRNA is highly expressed [28]. In fact, *S1pr2*−/− mice are deaf [29], [30], and missense variants in the *KIAA1199* gene are associated with nonsyndromic hearing loss in humans [28].

The lists of GO pathway maps, processes, and molecular functions point strongly toward the ER and functions linked to this organelle, like protein binding, folding, transport, and localization (Table 1). As the major reservoir of intracellular Ca^2+^ in epithelial cells, the ER also plays an essential role in the Ca^2+^ signaling that regulates many cell functions [31]. Inositol 1,4,5-triphosphate receptors (ITPRs), ligand-gated ion channels that are activated by cytosolic Ca^2+^ and IP3, are localized in intracellular membranes, where they mediate the mobilization of intracellular Ca^2+^ stores. ITPR3 was among the putative KIAA1199 interactors we identified and validated, and expression of *ITPR3* mRNA was moderately upregulated upon KIAA1199 expression in microarray experiments. These channels are found on ER membranes of most animal cells, and they are key players in Ca^2+^ signaling [32], [33].

The strong representation of Ca^2+^ signaling in our data sets also points to a potential role of KIAA1199 in the Wnt network (see Table 1). For example, intracellular Ca^2+^ release upon ligand binding is mediated by *trimeric G-proteins*, which are involved in all three components of the Wnt network, i.e., the canonical Wnt/CTNNB1(beta-catenin) pathway, the Wnt/calcium pathway, and the Wnt/Jun N-terminal kinase pathway [34]–[36]. A*ctivation of PKCs via G-protein-coupled receptors* requires diacylglycerol and Ca^2+^, and it plays roles in different Wnt pathways [36]–[40]. Canonical Wnt signaling is inhibited by G protein/Ca^2+^-mediated nuclear export and calpain-mediated degradation of CTNNB1 [41] and by Wnt/CTNNB1-antagonizing NKD proteins [42]–[44]. Accordingly, we found that KIAA1199 expression increased *NKD1* (p  = 0.04) and *CAPN1* (calpain large subunit; p  = 0.03) transcription, and the calpain small subunit (CAPNS1) appears to interact with KIAA1199 (Table S1). These findings are consistent with the results of our GO analysis, which revealed enrichment of *MYC-associated transcription regulation*, although KIAA1199 expression had no significant effect on the expression of MYC mRNA or protein (data not shown). Both lists (Table 1) also displayed enrichment for *Wnt effects on cytoskeletal remodeling* and for *transcriptional regulation by HNF4A*, another key regulator of intestinal epithelium homeostasis that modulates Wnt/CTNNB1 signaling [45].

It is premature to speculate on how KIAA1199’s possible functions in the complex Wnt network might affect canonical Wnt/CTNNB1 signaling in colorectal tissues. However, our data suggest that KIAA1199 is a Wnt signaling target (Figure S2B; see also Ref. [1]) and that its expression can downregulate Wnt signaling via a negative feedback mechanism. CTNNB1-dependent transcriptional activity was significantly (albeit incompletely) inhibited by ectopic expression of KIAA1199 in HEK293 cells, and in SW480 clones nuclear and cytoplasmic levels of CTNNB1 dropped considerably when KIAA1199 expression (untagged as well as V5- or GFP-tagged forms) was restored. These findings are fully consistent with one another despite the markedly different subcellular localizations of CTNNB1 in these two cell lines. In HEK293 cells, CTNNB1 immunostaining typically exhibits a cell-border, CDH1-associated pattern, whereas SW480 cells, which harbor a truncated APC (adenomatous polyposis coli) protein, generally have inordinately high CTNNB1 levels in the cytoplasm and nucleus [46]. Restoration of APC expression in SW480 cells is followed by translocation of CTNNB1 and CDH1 to the cell membrane and diminished Wnt signaling [47]. The drop in cytoplasmic and nuclear CTNNB1 levels we observed in SW480 cells following KIAA1199 expression was not associated with this type of translocation. Furthermore, the restored expression had no detectable impact on MYC mRNA or protein levels in these cells. It remains to be seen whether KIAA1199 modulates CTNNB1 expression patterns in SW480 cells via non-canonical Wnt signaling pathways.

Regardless of its underlying mechanisms, this modulation could have important effects on gene transcription and phenotypic features like cell proliferation and adhesion. Upregulated KIAA1199 expression during colorectal transformation [1] could restrain cell growth by negatively regulating Wnt signaling. Indeed, upregulated *KIAA1199* transcription in human renal cell carcinoma cells [48] and cultured myotubes [49] is associated with cellular or gene-expression features of cell mortality/senescence or apoptosis, and these findings are consistent with the diminished proliferation, cloning efficiency, and invasiveness we observed in SW480 clones that constitutively express KIAA1199. Additional work is needed, however, to clarify the link between the protein’s effects on cell behavior and its impact on Wnt signaling.

Our findings contradict recent findings by Birkenkamp-Demtroder et al. that shRNA-mediated repression of KIAA1199 expression attenuates Wnt signaling in parental SW480 cells [3]. Endogeneous KIAA1199 expression is negligible or absent in molecularly authenticated SW480 cells, as clearly shown by our own data (Figure 1, Figure S1) and also those of Birkenkamp-Demtroder et al. (Supplementary Figure 2a, lanes 2 and 3). It is therefore difficult to see how significant knock-down of KIAA1199 expression can be achieved in this cell line. Unfortunately, the authors have not documented their shRNA-mediated repression by Western blotting. (We used stable shRNA transfection in an attempt to knock down endogenous KIAA1199 expression in LS174T cells, which express high endogenous levels of KIAA1199, but the clones produced were not viable.) When Birkenkamp-Demtroder et al. transfected SW480 cells with V5-His-tagged-KIAA1199, their findings seem much more consistent with our own: their microarray analysis showed that this exogenous expression was associated with significant changes in the expression of genes involved in the ephrin and Wnt signaling pathways. More in-depth comparative analysis of microarray findings from our study and theirs is not currently possible since the raw data from the latter study do not appear to have been deposited in a publicly available database (or there is no information to this effect in their article).

In conclusion, although further work is obviously needed, our data on the restoration of KIAA1199 expression provide useful guidance for future work on this membranous and secreted protein, which appears to be involved in the modulation of ER processes and in Ca^2+^, G-protein, ephrin, and Wnt signaling. Future studies based on other cell models are already being planned to clarify the impact of KIAA1199 on Wnt signaling. Later, the tumorigenicity and metastatic potential of KIAA1199-expressing SW480 cells might be compared with those of non- KIAA1199-expressing control cells in murine xenograft models. Furthermore, because KIAA1199 is a secreted protein, it will be interesting to see if full-length or cleaved forms of the protein can be detected in the blood of the tumor-bearing mice. These experiments could furnish proof of principle for developing KIAA1199 as a secreted biomarker for colorectal neoplasia.

## Supporting Information

Figure S1 **Expression of KIAA1199 mRNA and protein in colorectal tissues and cell lines.** **A.** Expression values for *KIAA1199* mRNA in 32 samples of normal colorectal mucosa, 32 colorectal adenomas, 25 colorectal cancers, and 8 colorectal cancer cell lines (Affymetrix U133Plus2.0 gene expression data from a previous study of ours [1]) **B.** Western blots showing KIAA1199 protein expression in the 8 cell lines. Beta-tubulin (TUBB) was used as loading control.
(TIF) Click here for additional data file.

Figure S2 **KIAA1199 is an** ***N*** **-linked glycoprotein and a putative target of Wnt signaling. A.** Western blot comparing KIAA1199 mobility in whole cell extracts from LS174T cells that were untreated, denatured by boiling at 100°C followed by PNGaseF treatment, or treated with PNGaseF alone. Mobility in the latter two extracts was similarly increased (vs. that observed in the untreated extract), suggesting that *N*-linked sugar residues on KIAA1199 were accessible to the enzyme even without prior denaturation. TUBB was used as loading control. **B.** Western blot: Doxycycline induction of dominant negative TCF4 (TCF4-DN) expression reduces expression of KIAA1199 and MYC proteins in LS174T colon cancer cell clone 8 (LS174T/L8; kindly provided by Dr. Hans Clevers, Hubrecht Institute, Utrecht, The Netherlands). ERCC3 (TFIIH p89) was used as loading control.
(TIF) Click here for additional data file.

Figure S3 **Partial colocalization of KIAA1199 and ITPR3 in the ER.** In general, the anti-KIAA1199 antibodies performed poorly in immunofluorescence experiments. However, a clear perinuclear staining in SW480 KIAA1199-Cl.18 cells strongly pointed to a localization of this protein in the ER. A similar staining pattern was detected with antibodies against ITPR3, which is a well-known ER protein. At this cellular localization, partial overlap of KIAA1199 and ITPR3 staining was detectable in merged images, supporting the IP findings shown in Figure 2D.
(TIF) Click here for additional data file.

Figure S4 **mRNA and protein expression levels of EPHA2 and ITPR3 in SW480 cell clones with or without KIAA1199.** In triplicate microarray experiments, both *EPHA2* and *ITPR3* mRNA levels were found to be upregulated upon expression of KIAA1199 (panel **A**), but in qRT-PCR and Western blotting experiments appreciable increases were seen only in the expression of EPHA2 mRNA (panel **B**) and protein (panel **C**).
(TIF) Click here for additional data file.

Figure S5 (**A**) **Ectopic** **KIAA1199 expression downregulates CTNNB1 expression in HEK293 cells**. Cells were trasfected with an empty vector, Myc-tagged wild-type (CTNNB1^wt^) or Myc-tagged constitutively active beta-catenin (CTNNB1^T41A^), with (lanes 4–6) or without (lanes 1–3) KIAA1199. Western blotting performed 48 h after transfection revealed significant decreases in KIAA1199-transfected cells in the expression of both wild-type CTNNB1 (lane 5 vs. lane 2) and active CTNNB1 (lane 6 vs. lane 3). (**B**) **Ectopic KIAA1199 expression in SW480 colon carcinoma cells produces only moderate reductions in CTNNB1-driven transactivation of TCF-responsive promoter**. Left: SW480 Dest and SW480 KIAA1199 Cl.18 cells were transfected with either TOPflash or FOPflash reporters, and relative luciferase (RLU) activity was assayed 36 hours later. Right: TOP/FOP ratio reflects TCF-specific activation. Data represent the means ± SD of experiments performed in quadruplicate.
(TIF) Click here for additional data file.

Table S1 **List of putative KIAA1199 interactors identified by MS after immunoprecipitation.** Molecular weight, cellular localization, functions, and number of unique peptide hits obtained on MS for each putative interactor is reported.
(PDF) Click here for additional data file.

Table S2 **Genes whose expression significantly changed (p value <0.025, fold change ≥1.2) upon doxycycline-induced expression of KIAA1199 in SW480 Clone 13.**
(PDF) Click here for additional data file.

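Each row of Table S2 gives an Affymetrix transcript cluster, its gene symbol, an accession, the unadjusted p of the paired test over the 3 experiments, and a signed fold change, in which a negative sign marks lower expression with doxycycline. By these signs, the paper's list holds 200 raised and 290 lowered clusters, with a median fold change in either direction of 1.29. In the paper's values, 51 of the clusters changed at least 1.5-fold and 6 at least 2-fold, and the largest fold change is the 3.47 of KIAA1199. In the deposited log2 values, the probe sets past the same limits in the methods' t-test comprised 282 raised and 295 lowered ones, again with a median fold change of 1.29. Of these, 58 changed at least 1.5-fold and 10 at least 2-fold, and the largest fold change was 3.56, at ENSG00000103888_at. The deposited values and the table use different identifiers, so single rows of the list were not set against single probe sets.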

# Supplementary material for: Early Insights into the Function of KIAA1199, a Markedly Overexpressed Protein in Human Colorectal Tumors
**Source:** PLoS One. 2013 Jul 23;8(7):e69473. doi: 10.1371/journal.pone.0069473
**Supplement:** Table S2 — Genes whose expression significantly changed (p value <0.025, fold change ≥1.2) upon doxycycline-induced expression of KIAA1199 in SW480 Clone 13.

**Table S2. Genes whose expression significantly changed (p value <0.025, fold change  $\geq 1.2$ ) upon doxycycline-induced expression of KIAA1199 in SW480 Clone 13.**

| Transcript ID | Gene Symbol     | RefSeq         | p-value<br>(doxycycline<br>vs. control) | Fold change<br>(doxycycline<br>vs. control) |
|---------------|-----------------|----------------|-----------------------------------------|---------------------------------------------|
| 2382970       | <b>EPHX1</b>    | NM_000120      | 6.10E-05                                | 1.25658                                     |
| 3809732       | <b>NARS</b>     | NM_004539.3    | 0.000139085                             | -1.69503                                    |
| 3631517       | <b>THAP10</b>   | NM_020147      | 0.000292807                             | -1.25279                                    |
| 3733911       | <b>SSTR2</b>    | NM_001050      | 0.000312411                             | -1.33443                                    |
| 3740610       | <b>PRPF8</b>    | NM_006445.3    | 0.000351469                             | -1.46223                                    |
| 3468225       | <b>CCDC53</b>   | NM_016053      | 0.000368365                             | -1.6111                                     |
| 3432641       | <b>C12orf52</b> | BC022092       | 0.000396522                             | 1.2044                                      |
| 3860824       | <b>ZNF569</b>   | NM_152484      | 0.000409502                             | -1.29266                                    |
| 2837970       | <b>ADRA1B</b>   | NM_000679      | 0.000454613                             | 1.26301                                     |
| 2669888       | <b>GORASP1</b>  | NM_031899      | 0.000644523                             | 1.23781                                     |
| 3316234       | <b>NS3BP</b>    | AF435951       | 0.000698923                             | 1.42178                                     |
| 2621275       | <b>KLHL18</b>   | NM_025010      | 0.000709853                             | 1.32045                                     |
| 3604147       | <b>KIAA1199</b> | NM_018689      | 0.0008327                               | 3.47319                                     |
| 3821377       | <b>ZNF441</b>   | NM_152355      | 0.000841967                             | -1.31725                                    |
| 3235932       | <b>PRPF18</b>   | NM_003675      | 0.000857099                             | -1.33081                                    |
| 3015603       | <b>AGFG2</b>    | NM_006076      | 0.000875494                             | 1.21069                                     |
| 3819599       | <b>HNRNPM</b>   | NM_005968.4    | 0.000972584                             | 1.67353                                     |
| 2474706       | <b>SLC4A1AP</b> | NM_018158      | 0.0010313                               | 1.29866                                     |
| 2831968       | <b>IK</b>       | NM_006083.3    | 0.00106488                              | -2.33111                                    |
| 3822122       | <b>NFIX</b>     | NM_002501      | 0.00108186                              | 1.23673                                     |
| 3831698       | <b>ZNF420</b>   | NM_144689      | 0.00111942                              | -1.36974                                    |
| 3630184       | <b>RPL4</b>     | NM_000968.3    | 0.00112372                              | -1.25866                                    |
| 3646226       | <b>UNQ3118</b>  | AY358225       | 0.00116969                              | -1.26107                                    |
| 3319327       | <b>E1F3F</b>    | NM_003754.2    | 0.0012004                               | -1.78875                                    |
| 3203665       | <b>PTENP1</b>   | NR_023917      | 0.00128995                              | -1.49164                                    |
| 3250019       | <b>DDX50</b>    | NM_024045      | 0.0013249                               | -1.37906                                    |
| 3070499       | <b>RNF133</b>   | NM_139175      | 0.0013572                               | 1.29476                                     |
| 2328273       | <b>SERINC2</b>  | NM_178865      | 0.00144492                              | 1.28271                                     |
| 3869361       | <b>ZNF615</b>   | NM_198480      | 0.00149332                              | -1.26857                                    |
| 3654699       | <b>NUPR1</b>    | NM_001042483   | 0.00149652                              | -1.25034                                    |
| 3275590       | <b>GDI2</b>     | NM_001115156.1 | 0.00156722                              | -1.57645                                    |
| 3432333       | <b>PTPN11</b>   | NM_002834      | 0.00161639                              | -1.2001                                     |
| 3713575       | <b>PRPSAP2</b>  | NM_002767      | 0.00166651                              | -1.30394                                    |
| 3897505       | <b>JAG1</b>     | NM_000214      | 0.00179587                              | 1.21656                                     |
| 3548772       | <b>TRIP11</b>   | NM_004239      | 0.00185087                              | -1.43375                                    |
| 3096448       | <b>FNTA</b>     | NM_002027.2    | 0.00192917                              | -1.34012                                    |
| 3214749       | <b>NOL8</b>     | NR_024020      | 0.00195771                              | -1.20174                                    |
| 2908762       | <b>RUNX2</b>    | NM_001024630   | 0.00202544                              | 1.27096                                     |

|         |                 |                |            |          |
|---------|-----------------|----------------|------------|----------|
| 3292448 | <b>HERC4</b>    | NM_022079      | 0.00203528 | -1.23367 |
| 2841322 | <b>ATP6V0E1</b> | NM_003945.3    | 0.00205389 | -2.27778 |
| 3176689 | <b>FLJ44082</b> | NM_207416      | 0.00207454 | -1.31447 |
| 2638676 | <b>EA2F</b>     | NM_018456      | 0.00207909 | -1.30072 |
| 3165780 | <b>IFT74</b>    | NM_025103      | 0.00222291 | -1.5621  |
| 3969081 | <b>TLR7</b>     | NM_016562      | 0.00227297 | -1.40695 |
| 3453732 | <b>TUBA1B</b>   | NM_006082      | 0.00229895 | -1.99173 |
| 3748126 | <b>ATPAF2</b>   | NM_145691      | 0.00241491 | 1.23313  |
| 3667702 | <b>UNQ6484</b>  | AY358233       | 0.00243557 | -1.55148 |
| 3829964 | <b>ZNF30</b>    | NR_024018      | 0.00246349 | -1.52545 |
| 3475511 | <b>DIABLO</b>   | NM_019887      | 0.00246654 | -1.23721 |
| 2409507 | <b>SLC6A9</b>   | NM_201649      | 0.00246822 | 1.23766  |
| 3188147 | <b>OR1J2</b>    | NM_054107      | 0.00249632 | 1.35447  |
| 3475166 | <b>ANAPC5</b>   | NM_001137559.1 | 0.00251568 | 1.35099  |
| 3119945 | <b>GRINA</b>    | NM_000837      | 0.00261111 | 1.23679  |
| 2333671 | <b>ATP6V0B</b>  | NM_001039457.1 | 0.00268712 | 1.61     |
| 2686776 | <b>RPL24</b>    | NM_000986.3    | 0.00272529 | -1.42416 |
| 2360989 | <b>MSTO1</b>    | NM_018116      | 0.00277497 | 1.78437  |
| 2539765 | <b>ITGB1BP1</b> | NM_004763      | 0.00281175 | -1.26933 |
| 2599911 | <b>C2orf24</b>  | NM_015680.4    | 0.00282992 | 1.55705  |
| 3363979 | <b>PSMA1</b>    | NM_148976      | 0.00283523 | -1.32954 |
| 3334847 | <b>C11orf2</b>  | NM_013265      | 0.00288648 | 1.21345  |
| 3986672 | <b>ATG4A</b>    | NM_052936      | 0.00288684 | -1.24712 |
| 3793588 | <b>C18orf55</b> | NM_014177      | 0.00289012 | -1.31215 |
| 3015553 | <b>MEPCE</b>    | NM_019606      | 0.00290032 | 1.25601  |
| 2406395 | <b>PSMB2</b>    | NM_001199779.1 | 0.00293312 | -1.3917  |
| 2333794 | <b>DMAP1</b>    | NM_019100      | 0.00293544 | 1.22155  |
| 3059258 | <b>PCLO</b>     | NM_033026      | 0.00294062 | 1.22694  |
| 3015706 | <b>MOSPD3</b>   | NM_001040097   | 0.00294068 | 1.24219  |
| 3973556 | <b>CXorf59</b>  | NM_173695.2    | 0.00295738 | -1.24505 |
| 3070658 | <b>NDUFA5</b>   | NM_005000      | 0.00300053 | -1.75197 |
| 2628482 | <b>FAM19A1</b>  | NM_213609      | 0.00300571 | -1.30627 |
| 3057650 | <b>YWHAG</b>    | NM_012479      | 0.00303374 | 1.31252  |
| 2449922 | <b>ATP6V1G3</b> | NM_133326      | 0.00320127 | -1.25843 |
| 2320472 | <b>CLCN6</b>    | NM_001286      | 0.00321022 | 1.26375  |
| 3448428 | <b>C12orf11</b> | NM_018164      | 0.00324277 | -1.27754 |
| 2974671 | <b>C6orf192</b> | NM_052831      | 0.00326021 | -1.51411 |
| 2775500 | <b>HNRNPD</b>   | NM_001003810.1 | 0.00330473 | 1.35005  |
| 3335795 | <b>SART1</b>    | NM_005146.4    | 0.00338042 | 1.28322  |
| 3333086 | <b>RPLP0</b>    | NM_001002      | 0.00341255 | -1.22835 |
| 2438207 | <b>MEF2D</b>    | NM_005920      | 0.00343095 | 1.32392  |
| 3822805 | <b>TECR</b>     | NM_138501      | 0.0036021  | 1.25726  |
| 3142485 | <b>IMPA1</b>    | NM_001144878   | 0.0036576  | -1.27872 |
| 3577443 | <b>ASB2</b>     | NM_016150      | 0.00374178 | -1.22637 |
| 3355860 | <b>KCNJ5</b>    | NM_000890      | 0.00374776 | 1.24319  |
| 3381682 | <b>CHCHD8</b>   | NM_016565      | 0.00375057 | -1.42524 |

|         |                  |                |            |          |
|---------|------------------|----------------|------------|----------|
| 3347615 | <b>ACAT1</b>     | NM_000019      | 0.00385855 | -1.26418 |
| 4019967 | <b>C1GALT1C1</b> | NM_152692      | 0.00386131 | -1.40809 |
| 3817933 | <b>ZNRF4</b>     | NM_181710      | 0.00386807 | -1.22761 |
| 3079722 | <b>CRYGN</b>     | NM_144727      | 0.0038706  | 1.28026  |
| 2775909 | <b>PLAC8</b>     | NM_016619      | 0.00395353 | -1.39008 |
| 3537884 | <b>ARID4A</b>    | NM_002892      | 0.00400383 | -1.37399 |
| 2600237 | <b>OBSL1</b>     | NM_015311      | 0.00400511 | 1.31829  |
| 3407229 | <b>AEBP2</b>     | NM_153207      | 0.0040423  | -1.38909 |
| 3774635 | <b>FASN</b>      | NM_004104      | 0.0040471  | 1.21742  |
| 3376046 | <b>LRRN4CL</b>   | NM_203422      | 0.00411146 | -1.26159 |
| 2412799 | <b>ORC1L</b>     | NM_004153      | 0.00425054 | 1.21624  |
| 3831774 | <b>ZNF383</b>    | NM_152604      | 0.00434804 | -1.25707 |
| 3629350 | <b>SPG21</b>     | NM_001127889   | 0.00440238 | -1.24942 |
| 2383762 | <b>ARF1</b>      | NM_001024226.1 | 0.00441317 | 1.20932  |
| 3598959 | <b>SMAD3</b>     | NM_005902      | 0.00447211 | 1.22007  |
| 3910347 | <b>SUMO1P1</b>   | NR_002189      | 0.00461002 | -1.24175 |
| 3878934 | <b>NAT5</b>      | NM_016100      | 0.0046792  | -1.27818 |
| 3178583 | <b>CKS2</b>      | NM_001827      | 0.00473185 | -1.29848 |
| 3464000 | <b>CCDC59</b>    | NM_014167      | 0.00491631 | -1.64207 |
| 2950629 | <b>TAPBP</b>     | NM_172208      | 0.00499274 | 1.23341  |
| 3204903 | <b>SPAG8</b>     | NM_172312      | 0.00501365 | 1.35196  |
| 3759540 | <b>DKAKD</b>     | NM_024819      | 0.00508101 | 1.29729  |
| 2901692 | <b>ABCF1</b>     | NM_001025091.1 | 0.00516348 | -1.54492 |
| 3304475 | <b>ARL3</b>      | NM_004311      | 0.00521045 | -1.32901 |
| 3416492 | <b>HNRNPA1L2</b> | NM_001011724.1 | 0.00531014 | 1.59127  |
| 3703598 | <b>FBXO31</b>    | NM_024735      | 0.0053488  | 1.21189  |
| 3748659 | <b>GRAP</b>      | NM_006613      | 0.00541432 | -2.16327 |
| 3226303 | <b>NAIF1</b>     | NM_197956      | 0.00548953 | 1.29444  |
| 3219621 | <b>CTNNAL1</b>   | NM_003798      | 0.00558922 | -1.25157 |
| 2334476 | <b>MAST2</b>     | NM_015112      | 0.00563783 | 1.22695  |
| 3974556 | <b>ATP6AP2</b>   | NM_005765      | 0.00565857 | -1.27802 |
| 3184218 | <b>C9orf6</b>    | NM_017832      | 0.00566372 | -1.38884 |
| 3238761 | <b>MSRB2</b>     | NM_012228      | 0.00570383 | -1.21204 |
| 3733275 | <b>KCNJ2</b>     | NM_000891      | 0.00581487 | -1.25069 |
| 3505449 | <b>MIPEP</b>     | NM_005932      | 0.00583454 | -1.202   |
| 3367183 | <b>LIN7C</b>     | NM_018362      | 0.00584987 | -1.42987 |
| 3743167 | <b>MED31</b>     | NM_016060      | 0.00587165 | -1.47241 |
| 3166844 | <b>CHMP5</b>     | NM_016410      | 0.00593019 | -1.40553 |
| 3389529 | <b>KIAA1826</b>  | NM_032424      | 0.00598323 | -1.324   |
| 2413203 | <b>LRP8</b>      | NM_004631      | 0.00599536 | 1.21248  |
| 3323413 | <b>HTATIP2</b>   | NM_001098522   | 0.00601293 | -1.22497 |
| 3727510 | <b>STXBP4</b>    | NM_178509      | 0.00607881 | -1.32806 |
| 3489350 | <b>CDADC1</b>    | NM_030911      | 0.00613492 | -1.28471 |
| 3532353 | <b>FAM177A1</b>  | NM_001079519   | 0.00615525 | -1.39486 |
| 3741352 | <b>OR3A2</b>     | NM_002551      | 0.00616149 | -1.30315 |
| 2921022 | <b>GPR6</b>      | NM_005284      | 0.0061642  | -1.31322 |

|         |                 |                |            |          |
|---------|-----------------|----------------|------------|----------|
| 2708407 | <b>ALG3</b>     | NM_005787      | 0.00616772 | 1.26582  |
| 3196034 | <b>C9orf66</b>  | NM_152569      | 0.00624781 | -1.77628 |
| 3536396 | <b>CGRRF1</b>   | NM_006568      | 0.00635345 | -1.38361 |
| 3520989 | <b>TGDS</b>     | NM_014305      | 0.00648183 | -1.29708 |
| 3190242 | <b>DNM1</b>     | NM_004408      | 0.00653862 | 1.20565  |
| 3726691 | <b>ABCC3</b>    | NM_003786      | 0.00666346 | 1.21287  |
| 3474521 | <b>SRSF9</b>    | NM_003769.2    | 0.00669331 | -1.32203 |
| 3565663 | <b>DLGAP5</b>   | NM_001146015   | 0.00679526 | -1.22104 |
| 2693569 | <b>ZXDC</b>     | NM_001040653   | 0.00681498 | 1.20603  |
| 2365675 | <b>POU2F1</b>   | NM_002697      | 0.00682415 | 1.26972  |
| 2623388 | <b>PARP3</b>    | NM_001003931   | 0.0068525  | 1.31126  |
| 2736642 | <b>PDHA2</b>    | NM_005390      | 0.00689448 | -1.35472 |
| 3996467 | <b>PLXNA3</b>   | NM_017514      | 0.00690298 | 1.2164   |
| 3428088 | <b>ACTR6</b>    | NM_022496      | 0.00699425 | -1.32686 |
| 3980968 | <b>NONO</b>     | NM_001145408.1 | 0.00702538 | -1.59976 |
| 4011464 | <b>PJA1</b>     | NM_145119      | 0.00705975 | -1.28106 |
| 3831917 | <b>ZNF570</b>   | NM_144694      | 0.00706518 | -1.34366 |
| 2466039 | <b>ZNF692</b>   | NM_017865      | 0.00711941 | 1.30008  |
| 3409127 | <b>ARNTL2</b>   | NM_020183      | 0.00717311 | -1.23393 |
| 3434308 | <b>SIRT4</b>    | NM_012240      | 0.0072454  | -1.31898 |
| 3771744 | <b>MXRA7</b>    | NM_001008528   | 0.00726019 | -1.26664 |
| 3682135 | <b>C16orf63</b> | NM_144600.2    | 0.00726615 | -1.308   |
| 3452664 | <b>P11</b>      | NM_006025      | 0.00745374 | -1.34318 |
| 2904528 | <b>ZNF76</b>    | NM_003427      | 0.00745477 | 1.24241  |
| 3379708 | <b>MRPL21</b>   | NM_181515      | 0.00749611 | -1.33122 |
| 2773872 | <b>NAAA</b>     | NM_014435      | 0.00750028 | 1.2457   |
| 2764678 | <b>FLJ45721</b> | AK127623       | 0.00750823 | -1.20865 |
| 3215146 | <b>NINJ1</b>    | NM_004148      | 0.00757756 | 1.26096  |
| 3489708 | <b>DLEU1</b>    | NR_002605      | 0.00758961 | -1.25501 |
| 3695916 | <b>CENPT</b>    | NM_025082      | 0.00759903 | 1.23671  |
| 3738205 | <b>MRPL12</b>   | NM_002949      | 0.00776853 | 1.27421  |
| 3419473 | <b>RPL14</b>    | NM_001034996.1 | 0.00780536 | 1.97944  |
| 3722917 | <b>GRN</b>      | NM_002087      | 0.00787389 | 1.24911  |
| 3659858 | <b>TMEM188</b>  | NM_153261      | 0.00792477 | -1.52999 |
| 3883129 | <b>MYH7B</b>    | NM_020884      | 0.00793204 | 1.36388  |
| 3457872 | <b>MIP</b>      | NM_012064      | 0.00793296 | -1.35537 |
| 4000538 | <b>FIGF</b>     | NM_004469      | 0.00798477 | -1.29038 |
| 2347132 | <b>FNBP1L</b>   | NM_001024948   | 0.00805351 | -1.27041 |
| 2519860 | <b>ASNSD1</b>   | NM_019048      | 0.00809028 | -1.26439 |
| 3816919 | <b>NFIC</b>     | NM_205843      | 0.00809632 | 1.36525  |
| 3591365 | <b>ADAL</b>     | NM_001159280   | 0.00810711 | -1.35085 |
| 3265952 | <b>PNLIPRP2</b> | NM_005396      | 0.00815182 | -1.42148 |
| 3805553 | <b>RIT2</b>     | NM_002930      | 0.00817236 | -1.35026 |
| 3346584 | <b>BIRC2</b>    | NM_001166      | 0.00822011 | -1.40785 |
| 3635159 | <b>ST20</b>     | NM_001100879   | 0.00825143 | -1.6262  |
| 3468009 | <b>ARL1</b>     | NM_001177      | 0.00825155 | -1.28988 |

|         |                  |                |            |          |
|---------|------------------|----------------|------------|----------|
| 2412690 | <b>KTI12</b>     | NM_138417      | 0.00828238 | 1.24299  |
| 2674303 | <b>RHOA</b>      | NM_001664.2    | 0.00828717 | 1.42995  |
| 3539147 | <b>SNAPC1</b>    | NM_003082      | 0.00829905 | -1.2382  |
| 2451493 | <b>CYB5R1</b>    | NM_016243      | 0.0084029  | 1.24045  |
| 3641112 | <b>FAM169B</b>   | NM_182562      | 0.00842117 | -1.28876 |
| 2325206 | <b>RPL11</b>     | NM_000975.3    | 0.00846021 | -1.86042 |
| 3661645 | <b>IRX6</b>      | NM_024335      | 0.00846513 | -1.26277 |
| 3493448 | <b>PIBF1</b>     | NM_006346      | 0.00852206 | -1.37711 |
| 2831875 | <b>SLC35A4</b>   | NM_080670      | 0.00856094 | 1.40934  |
| 3745781 | <b>ZNF18</b>     | NM_144680      | 0.00857263 | -1.20096 |
| 3844028 | <b>RPS5</b>      | NM_001009.3    | 0.00868604 | -1.27343 |
| 3743502 | <b>CTDNBP1</b>   | NM_001143775.1 | 0.00869325 | -1.28737 |
| 3720132 | <b>RPL19</b>     | NM_000981.3    | 0.00873373 | -1.27382 |
| 3360006 | <b>RHOG</b>      | NM_001665      | 0.00876166 | 1.3358   |
| 3699760 | <b>KARS</b>      | NM_001130089.1 | 0.00876497 | -1.33832 |
| 2954771 | <b>GTPBP2</b>    | NM_019096      | 0.00879405 | 1.276    |
| 2889753 | <b>ZNF354A</b>   | NM_005649      | 0.00879838 | -1.47659 |
| 3045047 | <b>RP9</b>       | NM_203288      | 0.00881491 | -1.40856 |
| 3702547 | <b>COTL1</b>     | NM_021149      | 0.00887136 | 1.3658   |
| 3008108 | <b>LIMK1</b>     | NM_002314      | 0.00889254 | 1.2286   |
| 2359322 | <b>LCE3C</b>     | NM_178434      | 0.0089121  | -1.52035 |
| 3465593 | <b>EEA1</b>      | NM_003566      | 0.00895442 | -1.31101 |
| 3633794 | <b>ETFA</b>      | NM_000126      | 0.00906635 | -1.35697 |
| 3882681 | <b>CHMP4B</b>    | NM_176812      | 0.00907281 | -1.60781 |
| 3969422 | <b>RAB9A</b>     | NM_004251      | 0.00908788 | -1.27952 |
| 3311342 | <b>METTL10</b>   | NM_212554      | 0.00910219 | -1.34524 |
| 3204061 | <b>ENHO</b>      | NM_198573      | 0.009114   | -1.20732 |
| 3303255 | <b>ERLIN1</b>    | NM_006459      | 0.00921481 | -1.21665 |
| 2840638 | <b>NPM1</b>      | NM_001037738.2 | 0.00926559 | -1.6102  |
| 2384375 | <b>DUSP5P</b>    | NR_002834      | 0.00939706 | -1.44612 |
| 2657025 | <b>RTP4</b>      | NM_022147      | 0.00947062 | -1.29191 |
| 2325192 | <b>RPL11</b>     | NM_000975      | 0.00955259 | -1.40953 |
| 3837464 | <b>GLTSCR2</b>   | NM_015710      | 0.00971584 | 1.36898  |
| 2902463 | <b>BAT2</b>      | NM_080686      | 0.00976385 | 1.36986  |
| 2844248 | <b>CANX</b>      | NM_001024649.1 | 0.00981573 | -1.43119 |
| 3752097 | <b>C17orf42</b>  | NM_024683      | 0.00984082 | -1.22054 |
| 3566949 | <b>C14orf149</b> | NM_144581      | 0.0098536  | -1.35639 |
| 3137875 | <b>GGH</b>       | NM_003878      | 0.00986981 | -1.29937 |
| 3602723 | <b>RCN2</b>      | NM_002902      | 0.00987657 | -1.27549 |
| 3844152 | <b>ZNF324</b>    | NM_014347      | 0.00991536 | 1.20254  |
| 3348911 | <b>SDHD</b>      | NM_003002      | 0.00991838 | -1.58489 |
| 3009198 | <b>RHBDD2</b>    | NM_001040457   | 0.00999481 | 1.32359  |
| 3701297 | <b>CDYL2</b>     | NM_152342      | 0.00999576 | -1.23727 |
| 3435192 | <b>MLXIP</b>     | NM_014938      | 0.0100516  | 1.37469  |
| 2835531 | <b>NDST1</b>     | NM_001543      | 0.0101574  | 1.35519  |
| 3144934 | <b>GEM</b>       | NM_005261      | 0.0103277  | -1.3271  |

|         |                    |              |           |          |
|---------|--------------------|--------------|-----------|----------|
| 2439842 | <b>TAGLN2</b>      | NM_003564    | 0.0103993 | 1.22193  |
| 2924619 | <b>TRMT11</b>      | NM_001031712 | 0.0104125 | -1.25029 |
| 3828162 | <b>C19orf2</b>     | NM_003796    | 0.0104538 | -1.33616 |
| 2739267 | <b>RRH</b>         | NM_006583    | 0.0104685 | 1.21549  |
| 3623424 | <b>COPS2</b>       | NM_004236    | 0.0104689 | -1.27299 |
| 3562746 | <b>C14orf106</b>   | NM_018353    | 0.0105625 | -1.44846 |
| 3365437 | <b>TSG101</b>      | NM_006292    | 0.0105847 | -1.37168 |
| 3111375 | <b>TTC35</b>       | NM_014673    | 0.0106337 | -1.64759 |
| 2489372 | <b>hCG_1811732</b> | AK125271     | 0.0106606 | 1.41025  |
| 2812120 | <b>SDCCAG10</b>    | NM_005869    | 0.0106881 | -1.56265 |
| 2438093 | <b>C1orf85</b>     | NM_144580    | 0.0107323 | 1.27506  |
| 3538703 | <b>MNAT1</b>       | NM_002431    | 0.0107361 | -1.43359 |
| 2675171 | <b>HYAL2</b>       | NM_033158    | 0.0107809 | 1.21827  |
| 3258260 | <b>EXOC6</b>       | NM_019053    | 0.0108413 | -1.23037 |
| 2438458 | <b>CRABP2</b>      | NM_001878    | 0.0108718 | 1.33052  |
| 3628923 | <b>FAM96A</b>      | NM_032231    | 0.0108762 | -1.38014 |
| 3755614 | <b>STAC2</b>       | NM_198993    | 0.010908  | -1.29347 |
| 2951500 | <b>TEAD3</b>       | NM_003214    | 0.0109332 | 1.20875  |
| 2533670 | <b>AGAP1</b>       | NM_001037131 | 0.0109469 | 1.30523  |
| 3246182 | <b>SLC18A3</b>     | NM_003055    | 0.0110333 | -1.29373 |
| 2528020 | <b>TTL4</b>        | NM_014640    | 0.0110714 | 1.2317   |
| 3587457 | <b>ARHGAP11A</b>   | NM_014783    | 0.0110915 | -1.24051 |
| 2888698 | <b>LMAN2</b>       | NM_006816    | 0.0110982 | 1.41433  |
| 3720343 | <b>STARD3</b>      | NM_006804    | 0.0111342 | 1.30725  |
| 3664982 | <b>CES2</b>        | NM_003869    | 0.0111427 | 1.2209   |
| 3041519 | <b>TRA2A</b>       | NM_013293    | 0.0113804 | -1.37763 |
| 2619265 | <b>VIPR1</b>       | NM_004624    | 0.0114401 | 1.23824  |
| 3442282 | <b>MLF2</b>        | NR_026581    | 0.0115181 | 1.2661   |
| 3210179 | <b>C9orf95</b>     | NR_023352    | 0.011557  | -1.34046 |
| 3759077 | <b>SLC25A39</b>    | NM_001143780 | 0.0115583 | 1.2574   |
| 3297536 | <b>ANXA11</b>      | NM_145869    | 0.0116289 | 1.20168  |
| 3475324 | <b>TMEM120B</b>    | NM_001080825 | 0.0116619 | 1.60665  |
| 3285614 | <b>ZNF25</b>       | NM_145011    | 0.0116624 | -1.5348  |
| 2981976 | <b>OSTCL</b>       | NM_145303    | 0.0116743 | 1.3381   |
| 2451931 | <b>GOLT1A</b>      | NM_198447    | 0.0119206 | -1.28232 |
| 3894047 | <b>PCMTD2</b>      | NM_018257    | 0.0119407 | -1.20443 |
| 2438282 | <b>IQGAP3</b>      | NM_178229    | 0.0119838 | 1.2194   |
| 2566645 | <b>MITD1</b>       | NM_138798    | 0.0120074 | -1.48736 |
| 3260423 | <b>CUTC</b>        | NM_015960    | 0.0120232 | -1.45199 |
| 3263944 | <b>PDCD4</b>       | NM_145341    | 0.0120464 | -1.26329 |
| 3475717 | <b>RSRC2</b>       | NM_198261    | 0.0120745 | -1.34305 |
| 3248999 | <b>REEP3</b>       | NM_001001330 | 0.0120771 | -1.33516 |
| 3209623 | <b>ZFAND5</b>      | NM_001102420 | 0.0121216 | -1.21178 |
| 3617830 | <b>ZNF770</b>      | NM_014106    | 0.012126  | -1.44875 |
| 3877265 | <b>MACROD2</b>     | NM_080676    | 0.0122187 | -1.27319 |
| 2987843 | <b>SDK1</b>        | NM_152744    | 0.0124468 | 1.34362  |

|         |                  |              |           |          |
|---------|------------------|--------------|-----------|----------|
| 3683651 | <b>ACSM2B</b>    | NM_182617    | 0.0124837 | -2.9554  |
| 2903782 | <b>ITPR3</b>     | NM_002224    | 0.0124842 | 1.40451  |
| 3175119 | <b>OSTF1</b>     | NM_012383    | 0.0125281 | -1.30104 |
| 3308397 | <b>HSPA12A</b>   | NM_025015    | 0.0126946 | 1.26944  |
| 2434124 | <b>HIST2H2BE</b> | NM_003528    | 0.0127198 | 1.28698  |
| 2788143 | <b>ANAPC10</b>   | NM_014885    | 0.0128763 | -1.52138 |
| 3625539 | <b>NEDD4</b>     | NM_006154    | 0.0129137 | -1.221   |
| 4006841 | <b>SLC9A7</b>    | NM_032591    | 0.0129432 | 1.25401  |
| 3283920 | <b>ARHGAP12</b>  | NM_018287    | 0.0129733 | -1.2442  |
| 3003228 | <b>SUMF2</b>     | NM_015411    | 0.0130728 | 1.2814   |
| 2402601 | <b>UBXN11</b>    | NM_183008    | 0.0131845 | 1.20441  |
| 2954022 | <b>TRERF1</b>    | NM_033502    | 0.0132694 | 1.28378  |
| 2685345 | <b>STX19</b>     | NM_001001850 | 0.013314  | 1.59997  |
| 3245881 | <b>WDFY4</b>     | NM_020945    | 0.0133506 | -1.3953  |
| 2900091 | <b>HIST1H2AL</b> | NM_003511    | 0.0133851 | 1.29769  |
| 3591044 | <b>HAUS2</b>     | NM_018097    | 0.0133939 | -1.3829  |
| 3168415 | <b>CLTA</b>      | NM_007096    | 0.013474  | -1.20169 |
| 3306299 | <b>XPNPEP1</b>   | NM_020383    | 0.013525  | -1.38872 |
| 2617687 | <b>XYLB</b>      | NM_005108    | 0.0135407 | 1.28993  |
| 2953536 | <b>TREML2</b>    | NM_024807    | 0.0135765 | 1.42196  |
| 3592023 | <b>B2M</b>       | NM_004048    | 0.0136043 | -1.32426 |
| 3839276 | <b>NR1H2</b>     | NM_007121    | 0.0136426 | 1.28211  |
| 3332530 | <b>MS4A10</b>    | NM_206893    | 0.013769  | -1.2093  |
| 3249788 | <b>CCAR1</b>     | NM_018237    | 0.0137991 | -1.22524 |
| 2904597 | <b>PPARD</b>     | NM_006238    | 0.0138104 | 1.43443  |
| 2361241 | <b>ROBLD3</b>    | NM_014017    | 0.0138112 | -1.32929 |
| 3322251 | <b>NUCB2</b>     | NM_005013    | 0.0139173 | -1.62501 |
| 2975680 | <b>BCLAF1</b>    | NM_014739    | 0.0139824 | -1.26173 |
| 4017381 | <b>TSC22D3</b>   | NM_198057    | 0.0140271 | -1.26384 |
| 2396817 | <b>MTHFR</b>     | NM_005957    | 0.0140847 | 1.25076  |
| 2680298 | <b>MAGI1</b>     | NM_015520    | 0.0141814 | 1.2145   |
| 2862841 | <b>GCNT4</b>     | NM_016591    | 0.0142213 | 1.31643  |
| 3835494 | <b>ZNF226</b>    | NM_001146220 | 0.0143248 | -1.40974 |
| 2379863 | <b>CENPF</b>     | NM_016343    | 0.0144487 | -1.20849 |
| 2480589 | <b>CRIP1</b>     | NM_014171    | 0.014463  | -1.2166  |
| 3007438 | <b>POM121</b>    | NM_172020    | 0.0144814 | 1.38587  |
| 2842255 | <b>CPLX2</b>     | NM_006650    | 0.0145045 | 1.22129  |
| 2453793 | <b>LAMB3</b>     | NM_001017402 | 0.0145059 | 1.23029  |
| 3382972 | <b>RSF1</b>      | NM_016578    | 0.0145841 | -1.24551 |
| 2835848 | <b>SLC36A1</b>   | NM_078483    | 0.014595  | 1.29206  |
| 2436338 | <b>CRTC2</b>     | NM_181715    | 0.0146828 | 1.23049  |
| 3644220 | <b>NDUFB10</b>   | NM_004548    | 0.0147    | -1.30021 |
| 3458097 | <b>NACA</b>      | NM_001113203 | 0.0147832 | 1.24797  |
| 3569200 | <b>ATP6V1D</b>   | NM_015994    | 0.0147955 | -1.21212 |
| 2691798 | <b>IQCB1</b>     | NM_001023570 | 0.0148401 | -1.23094 |
| 3566176 | <b>OTX2</b>      | NM_021728    | 0.0148503 | -1.20716 |

|         |                 |              |           |          |
|---------|-----------------|--------------|-----------|----------|
| 3914050 | <b>STMN3</b>    | NM_015894    | 0.0148549 | -1.28477 |
| 3989089 | <b>ZBTB33</b>   | NM_006777    | 0.0149008 | -1.22288 |
| 2949450 | <b>HSPA1L</b>   | NM_005527    | 0.0149143 | -1.53066 |
| 3554104 | <b>KIF26A</b>   | NM_015656    | 0.0149592 | -1.24051 |
| 2900750 | <b>OR2J3</b>    | NM_001005216 | 0.0149831 | -1.67518 |
| 3772158 | <b>TK1</b>      | NM_003258    | 0.0152196 | 1.28245  |
| 2326448 | <b>SH3BGRL3</b> | NM_031286    | 0.0152569 | 1.21184  |
| 2434925 | <b>PI4KB</b>    | NM_002651    | 0.0152724 | 1.23337  |
| 3474372 | <b>PXN</b>      | NM_001080855 | 0.0152815 | 1.25477  |
| 3959787 | <b>CACNG2</b>   | NM_006078    | 0.01529   | -1.24097 |
| 2676671 | <b>TKT</b>      | NM_001135055 | 0.0153154 | 1.31629  |
| 3527418 | <b>PARP2</b>    | NM_005484    | 0.0154591 | -1.28194 |
| 3504791 | <b>EFHA1</b>    | NM_152726    | 0.0154666 | -1.45653 |
| 4019570 | <b>UPF3B</b>    | NM_080632    | 0.0155781 | -1.42075 |
| 2674047 | <b>LAMB2</b>    | NM_002292    | 0.0155952 | 1.2136   |
| 2322786 | <b>PADI1</b>    | NM_013358    | 0.0156593 | 1.26268  |
| 4004819 | <b>DYNLT3</b>   | NM_006520    | 0.0156746 | -1.51079 |
| 3424174 | <b>MYF5</b>     | NM_005593    | 0.0156844 | -1.2248  |
| 3664785 | <b>CKLF</b>     | NM_016951    | 0.0156904 | -1.21376 |
| 2403111 | <b>WASF2</b>    | NM_006990    | 0.0158457 | 1.22545  |
| 3560711 | <b>BAZ1A</b>    | NM_013448    | 0.0158607 | -1.21047 |
| 2320727 | <b>TNFRSF1B</b> | NM_001066    | 0.0159321 | 1.22092  |
| 3872604 | <b>ZNF606</b>   | NM_025027    | 0.0160529 | -1.32583 |
| 3920816 | <b>DSCR8</b>    | NR_026838    | 0.0161162 | 1.21215  |
| 3434393 | <b>DYNLL1</b>   | NM_001037494 | 0.0161496 | -1.81557 |
| 3865464 | <b>OPA3</b>     | NM_001017989 | 0.016267  | 1.21853  |
| 2624291 | <b>PRKCD</b>    | NM_006254    | 0.0163471 | 1.22119  |
| 2336891 | <b>DIO1</b>     | NM_000792    | 0.016415  | 1.33782  |
| 3148582 | <b>EIF3E</b>    | NM_001568    | 0.0164479 | -1.38751 |
| 3406589 | <b>MGST1</b>    | NM_145791    | 0.0164487 | -1.20198 |
| 3818376 | <b>CLPP</b>     | NM_006012    | 0.0164826 | 1.25284  |
| 3776139 | <b>NDC80</b>    | NM_006101    | 0.0165386 | -1.27717 |
| 3063856 | <b>GATS</b>     | NM_178831    | 0.0166    | 1.22966  |
| 3603408 | <b>PSMA4</b>    | NM_002789    | 0.0166423 | -1.21388 |
| 3688254 | <b>PRSS8</b>    | NM_002773    | 0.0167008 | -1.23669 |
| 3428845 | <b>C12orf48</b> | AK302724     | 0.016717  | -1.45171 |
| 3258910 | <b>HELLS</b>    | NM_018063    | 0.0169054 | -1.22989 |
| 3862471 | <b>AKT2</b>     | NM_001626    | 0.0169968 | 1.21755  |
| 2396461 | <b>SRM</b>      | NM_003132    | 0.0171112 | 1.41795  |
| 3638699 | <b>C15orf38</b> | NM_182616    | 0.0172869 | 1.35396  |
| 3592511 | <b>SQRDL</b>    | NM_021199    | 0.0173972 | -1.27104 |
| 2705014 | <b>SLC7A14</b>  | NM_020949    | 0.0174478 | -1.21861 |
| 3952543 | <b>SLC25A1</b>  | NM_005984    | 0.0174564 | 1.43865  |
| 2675304 | <b>TMEM115</b>  | NM_007024    | 0.0174927 | 1.30322  |
| 2494749 | <b>CNNM3</b>    | NM_017623    | 0.0175323 | 1.31852  |
| 2732068 | <b>SHROOM3</b>  | NM_020859    | 0.0175459 | 1.2256   |

|         |                   |              |           |          |
|---------|-------------------|--------------|-----------|----------|
| 3395416 | <b>HSPA8</b>      | NM_006597    | 0.017558  | 1.47341  |
| 4007186 | <b>ELK1</b>       | NM_001114123 | 0.017693  | 1.32495  |
| 2494709 | <b>CNNM4</b>      | NM_020184    | 0.0177672 | 1.20477  |
| 2731381 | <b>CXCL1</b>      | NM_001511    | 0.0179251 | -1.51902 |
| 2638886 | <b>FAM162A</b>    | NM_014367    | 0.0179391 | -1.26211 |
| 3466284 | <b>NDUFA12</b>    | NM_018838    | 0.0179741 | -1.33986 |
| 2360083 | <b>UBAP2L</b>     | NM_014847    | 0.0179802 | 1.23529  |
| 2674919 | <b>MST1R</b>      | NM_002447    | 0.0180509 | 1.34785  |
| 3134922 | <b>PCMTD1</b>     | NM_052937    | 0.0180557 | -1.32088 |
| 4000704 | <b>AP1S2</b>      | NM_003916    | 0.0180779 | -1.2654  |
| 2758686 | <b>LYAR</b>       | NM_017816    | 0.0181392 | -1.35909 |
| 3729002 | <b>C17orf71</b>   | NM_018149    | 0.0181395 | -1.31881 |
| 3311775 | <b>DHX32</b>      | NM_018180    | 0.018174  | -1.26942 |
| 3282117 | <b>ANKRD26</b>    | NM_014915    | 0.0181958 | -1.41309 |
| 3638204 | <b>MFGE8</b>      | NM_005928    | 0.0182936 | 1.25595  |
| 3708306 | <b>ACADVL</b>     | NM_000018    | 0.0183471 | 1.20455  |
| 3975762 | <b>ZNF673</b>     | NM_001129899 | 0.0184234 | -1.27215 |
| 3183757 | <b>RAD23B</b>     | NM_002874    | 0.01845   | -1.21567 |
| 3957374 | <b>SEC14L4</b>    | NM_174977    | 0.0185394 | 1.26417  |
| 3335327 | <b>SSSCA1</b>     | NM_006396    | 0.0189276 | 1.38556  |
| 3907987 | <b>SLC13A3</b>    | NM_022829    | 0.0189344 | 1.20233  |
| 3264621 | <b>TCF7L2</b>     | NM_001146274 | 0.0190817 | 1.23839  |
| 3015276 | <b>CNPY4</b>      | NM_152755    | 0.019115  | 1.21211  |
| 2326561 | <b>RPS6KA1</b>    | NM_002953    | 0.0192257 | 1.24303  |
| 3251353 | <b>C10orf104</b>  | NM_173473    | 0.0192503 | -1.40368 |
| 3455516 | <b>KRT8</b>       | NM_002273    | 0.0192635 | 1.3785   |
| 4038494 | <b>SETD8</b>      | NM_020382    | 0.0193618 | -1.30554 |
| 3655708 | <b>C16orf53</b>   | NM_024516    | 0.0194605 | -1.2809  |
| 3995392 | <b>ZNF185</b>     | NM_007150    | 0.0194947 | 1.26081  |
| 3851911 | <b>GADD45GIP1</b> | NM_052850    | 0.0195209 | -1.26435 |
| 2473965 | <b>C2orf18</b>    | NM_017877    | 0.0195235 | 1.28255  |
| 3293435 | <b>PRF1</b>       | NM_005041    | 0.0195559 | 1.25594  |
| 3519624 | <b>SLITRK1</b>    | NM_052910    | 0.0196014 | -1.38487 |
| 3991698 | <b>HPRT1</b>      | NM_000194    | 0.0196027 | -1.25789 |
| 3470911 | <b>MGC14436</b>   | NR_026661    | 0.0197395 | -1.28185 |
| 3921391 | <b>WRB</b>        | NM_004627    | 0.0198138 | -1.29817 |
| 3608466 | <b>MAN2A2</b>     | NM_006122    | 0.0198946 | 1.30931  |
| 3796992 | <b>C18orf18</b>   | NR_026849    | 0.0199019 | -1.41736 |
| 4026956 | <b>HCFC1</b>      | NM_005334    | 0.0200391 | 1.27319  |
| 2843579 | <b>RMND5B</b>     | NM_022762    | 0.0201036 | 1.26121  |
| 3014957 | <b>ZNF498</b>     | NM_145115    | 0.0201085 | 1.27236  |
| 2663551 | <b>NUP210</b>     | NM_024923    | 0.0201193 | 1.30894  |
| 3984779 | <b>HNRNPH2</b>    | NM_019597    | 0.0201335 | -1.21495 |
| 3890272 | <b>C20orf106</b>  | NM_001012971 | 0.020193  | -1.61692 |
| 3536336 | <b>CDKN3</b>      | NM_005192    | 0.0202454 | -1.29681 |
| 3860491 | <b>ZNF260</b>     | NM_001012756 | 0.0203274 | -1.2406  |

|         |                 |              |           |          |
|---------|-----------------|--------------|-----------|----------|
| 3509885 | <b>ALG5</b>     | NM_013338    | 0.0204333 | -1.39266 |
| 3407793 | <b>PYROXD1</b>  | NM_024854    | 0.0204672 | -1.67358 |
| 3996404 | <b>GDI1</b>     | NM_001493    | 0.0205397 | 1.30152  |
| 3471224 | <b>GPB3</b>     | NM_016301    | 0.0205409 | -1.33684 |
| 3980981 | <b>ITGB1BP2</b> | NM_012278    | 0.0205595 | 1.27666  |
| 3202136 | <b>C9orf82</b>  | BC071953     | 0.0205734 | -1.23535 |
| 3216969 | <b>XPA</b>      | NR_027302    | 0.0205777 | -1.30994 |
| 2947889 | <b>GABBR1</b>   | NM_001470    | 0.0205866 | 1.24433  |
| 3109191 | <b>POLR2K</b>   | NM_005034    | 0.0206005 | -1.29156 |
| 2421782 | <b>CCBL2</b>    | NM_001008661 | 0.0206517 | -1.29672 |
| 3976639 | <b>PORCN</b>    | NM_022825    | 0.0207674 | 1.2955   |
| 3565571 | <b>WDHD1</b>    | NM_007086    | 0.0207722 | -1.21004 |
| 2833924 | <b>SH3RF2</b>   | NM_152550    | 0.0208233 | 1.44449  |
| 3653000 | <b>UBFD1</b>    | NM_019116    | 0.0208427 | -1.21497 |
| 3421523 | <b>YEATS4</b>   | NM_006530    | 0.0209241 | -1.52697 |
| 2465728 | <b>OR2B11</b>   | NM_001004492 | 0.0209332 | -1.45181 |
| 4016428 | <b>BEX2</b>     | NM_032621    | 0.0209731 | -1.24462 |
| 3337835 | <b>IGHMBP2</b>  | NM_002180    | 0.0211482 | -1.28495 |
| 3617170 | <b>AVEN</b>     | NM_020371    | 0.0211643 | -1.36229 |
| 2680591 | <b>LRIG1</b>    | NM_015541    | 0.0211891 | 1.31424  |
| 3344861 | <b>C11orf54</b> | AK292215     | 0.0212401 | -1.29186 |
| 2459924 | <b>ABCB10</b>   | NM_012089    | 0.0212924 | -1.29222 |
| 2397948 | <b>EPHA2</b>    | NM_004431    | 0.0213082 | 1.28029  |
| 2452754 | <b>SLC26A9</b>  | NM_052934    | 0.0213621 | 1.3707   |
| 3909395 | <b>DPM1</b>     | NM_003859    | 0.0213924 | -1.38114 |
| 3868828 | <b>KLK10</b>    | NM_002776    | 0.021394  | 1.27399  |
| 2693014 | <b>SLC12A8</b>  | NM_024628    | 0.0214515 | 1.3045   |
| 2711751 | <b>TMEM44</b>   | NM_138399    | 0.0214554 | 1.23462  |
| 3536905 | <b>KTN1</b>     | NM_182926    | 0.0214981 | -1.26463 |
| 2948564 | <b>MDC1</b>     | NM_014641    | 0.0215196 | 1.23586  |
| 3453120 | <b>ZNF641</b>   | NM_152320    | 0.0215646 | -1.2112  |
| 3839006 | <b>PTOV1</b>    | NM_017432    | 0.0216546 | 1.27723  |
| 3550485 | <b>VRK1</b>     | NM_003384    | 0.0217487 | -1.3131  |
| 3330943 | <b>OR8K1</b>    | NM_001002907 | 0.0218046 | -1.28651 |
| 3077573 | <b>ARHGEF5L</b> | NM_001003702 | 0.021862  | -1.23428 |
| 3757329 | <b>JUP</b>      | NM_002230    | 0.0220004 | 1.35904  |
| 3869784 | <b>ZNF28</b>    | NM_006969    | 0.0220078 | -1.49625 |
| 3257031 | <b>STAMBPL1</b> | NM_020799    | 0.0220482 | -1.23245 |
| 3319613 | <b>RPL27A</b>   | NM_000990    | 0.0220895 | 1.24725  |
| 3915087 | <b>USP25</b>    | NM_013396    | 0.0221055 | -1.23093 |
| 3300793 | <b>C10orf4</b>  | NM_145246    | 0.0221252 | -1.44928 |
| 3139950 | <b>LACTB2</b>   | NM_016027    | 0.0221483 | -1.5687  |
| 2322103 | <b>SPEN</b>     | NM_015001    | 0.0221993 | 1.23243  |
| 3304385 | <b>C10orf95</b> | BC126459     | 0.0222302 | -1.37339 |
| 3646542 | <b>ALG1</b>     | NM_019109    | 0.0222455 | 1.49366  |
| 3462843 | <b>NAP1L1</b>   | NM_004537    | 0.0223433 | -1.51539 |

|         |                  |              |           |          |
|---------|------------------|--------------|-----------|----------|
| 3105467 | <b>E2F5</b>      | NM_001951    | 0.0223844 | -1.26918 |
| 3928587 | <b>KRTAP21-2</b> | NM_181617    | 0.0224607 | -1.75648 |
| 3816699 | <b>ZNF57</b>     | NM_173480    | 0.0225075 | -1.25758 |
| 3819374 | <b>CCL25</b>     | NM_005624    | 0.0225387 | -1.27726 |
| 3800619 | <b>ROCK1</b>     | NM_005406    | 0.0226313 | -1.34421 |
| 3345774 | <b>JRKL</b>      | NM_003772    | 0.0228398 | -1.25814 |
| 2532894 | <b>DGKD</b>      | NM_152879    | 0.0228573 | 1.26746  |
| 3719112 | <b>ZNHIT3</b>    | NM_004773    | 0.0228592 | -1.32646 |
| 3961042 | <b>FLJ23865</b>  | AK074445     | 0.0229813 | -1.45149 |
| 3290649 | <b>FAM13C</b>    | NM_001143773 | 0.0230358 | -1.22229 |
| 3626704 | <b>SLTM</b>      | NM_024755    | 0.0230447 | -1.45058 |
| 3164086 | <b>ADAMTSL1</b>  | NM_001040272 | 0.0230954 | -1.27235 |
| 2934308 | <b>IGF2R</b>     | NM_000876    | 0.0231106 | 1.22723  |
| 3089102 | <b>EPB49</b>     | NM_001978    | 0.0231818 | 1.20756  |
| 3651478 | <b>ACSM3</b>     | NM_005622    | 0.0232591 | -1.24592 |
| 4045643 | <b>S100A16</b>   | NM_080388    | 0.0233032 | 1.23745  |
| 3444472 | <b>TAS2R50</b>   | NM_176890    | 0.0233914 | 2.96915  |
| 3761378 | <b>HOXB5</b>     | NM_002147    | 0.0234231 | 1.27715  |
| 3971768 | <b>PRDX4</b>     | NM_006406    | 0.0234441 | -1.28535 |
| 2899233 | <b>HIST1H3E</b>  | NM_003532    | 0.0236109 | 1.20146  |
| 2474341 | <b>CAD</b>       | NM_004341    | 0.0236861 | 1.33805  |
| 3914181 | <b>UCKL1</b>     | NM_017859    | 0.0238025 | 1.23085  |
| 3996083 | <b>TMEM187</b>   | NM_003492    | 0.0239496 | -1.25304 |
| 3463522 | <b>PAWR</b>      | NM_002583    | 0.0240481 | -1.29544 |
| 3722535 | <b>ARL4D</b>     | NM_001661    | 0.0240746 | -1.21445 |
| 3258168 | <b>KIF11</b>     | NM_004523    | 0.0240974 | -1.2843  |
| 2358360 | <b>ECM1</b>      | NM_004425    | 0.0242617 | 1.2693   |
| 3567187 | <b>DHRS7</b>     | NM_016029    | 0.0242844 | -1.30511 |
| 3696554 | <b>TMED6</b>     | NM_144676    | 0.0243984 | 1.21077  |
| 3251926 | <b>KIAA0913</b>  | NM_015037    | 0.0244411 | 1.32636  |
| 3269280 | <b>FAM175B</b>   | NM_032182    | 0.0244818 | -1.22189 |
| 2439944 | <b>PIGM</b>      | NM_145167    | 0.0244975 | 1.30715  |
| 2329041 | <b>KIAA1522</b>  | NM_020888    | 0.0245579 | 1.363    |
| 3662139 | <b>MT1E</b>      | NM_175617    | 0.0245638 | -1.40818 |
| 3645253 | <b>SRRM2</b>     | NM_016333    | 0.0246528 | 1.20863  |
| 3740201 | <b>MYO1C</b>     | NM_001080779 | 0.0246819 | 1.25895  |
| 2374746 | <b>NAV1</b>      | NM_020443    | 0.0248039 | 1.31087  |
| 3504760 | <b>ZDHHC20</b>   | NM_153251.3  | 0.0249967 | -1.32794 |

---

How the deposited data were processed for this re-analysis (not part of the article)

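Gene expression was measured in SW480 Clone 13 cells with and without doxycycline in 3 independent experiments, on 6 Affymetrix GeneChip Human Exon 1.0 ST arrays. The authors deposited log2 expression levels for 26445 probe sets, each named by an Ensembl gene identifier. The levels of all 6 arrays have the same distribution, so a quantile normalization between arrays was part of what the authors did before deposit. The paper cites another article for data processing and names the Partek Genomics Suite for its analysis of 21980 transcript clusters; the background correction, summary method and annotation version behind the deposited values are not stated in the paper's text. There were no missing values, and all columns of per-sample values were used. Detection calls were not used here, so no probe set was left out as undetected, and the precision of every value is set by the 3 arrays per group.

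Arrays were assigned to the doxycycline and uninduced groups and to experiments 1, 2 and 3 from the sample labels and the paper's methods. The doxycycline dose is 50 ng/ml in the labels and 50 to 200 ng/ml in the paper's methods, and the time is 48 h in both. Log2 fold changes are doxycycline minus uninduced. Each probe set was tested 2-sided with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes), with the experiment as a block, and p-values were adjusted by the Benjamini-Hochberg method over all 26445 probe sets. The block follows the paper's paired test. Probe sets were counted at the paper's selection, an unadjusted p under 0.025 with a fold change of at least 1.2, and at an adjusted p under 0.05. The methods' t-test was run on the same values; 1 probe set with the same value on all arrays was given a p of 1 in it. Principal components and the share of variance between groups were computed over the other 26444 probe sets, each scaled to unit variance, and the share was tested with an exact permutation test over the 10 splits of 3 arrays against 3.

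The alternatives left out the block, added a quantile normalization or a centring on each array's median, left out the 25% of probe sets with the lowest mean level, let the variance prior depend on the level (trend = TRUE) or made it robust (robust = TRUE), changed the fold change minimum, left the probe sets unscaled in the principal component analysis, removed the mean of each experiment there, and left out each experiment or, without the block, each array in turn. All of these were set before the data were examined. Removing the trend of the differences on the signal level within each experiment, by a lowess curve with a span of 0.3, was added afterwards.

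The fits were tested on simulated data for the comparison of doxycycline with uninduced cells. These data were made from the levels of the 26445 probe sets, with 200 of them changed. Normal noise was added with the spread that limma gives each probe set, which is drawn towards a common value, not with the measured spread. The recovery by limma may thus be higher than measured values allow. With a log2 change of 0.5, limma with the block placed 178 of the 200 past the paper's limits, together with 503 unchanged ones, and none (0) past an adjusted p of 0.05. With a log2 change of 1 it placed 195 past the paper's limits, together with 580 unchanged ones, and 168 past an adjusted p of 0.05, together with 23 unchanged ones, and the methods' t-test placed 170 past the paper's limits and 0 past an adjusted p of 0.05. With a log2 change of 2 the methods' t-test still placed 0 past an adjusted p of 0.05.

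The probe sets named in the text follow a rule written before the data were examined: those with the largest absolute log2 fold change among the probe sets past the paper's limits that changed the same way in all 3 experiments, with at most 2 raised and 2 lowered ones printed where an identifier has no gene name, and every gene that the paper names from its array data if its identifier could be named. The files do not pair the identifiers with gene symbols. The table of gene names used here has an empty column for Ensembl identifiers, so none could be looked up, and Table S2 uses Affymetrix transcript cluster identifiers. Values for KIAA1199, EPHA2, ITPR3, CTNNB1, MYC, NKD1, CAPN1, PLXNA2 and the genes shared by the paper's 2 lists, and the direction of the Table S2 genes, were therefore not analysed here. A correction for GC content was not run because the genome sequence was not among the data used here.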

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

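The removal of the level trend and the comparison with other splits of the arrays were chosen after the data were seen.

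The count of probe sets past the paper's limits, 1543 with limma and the experiments as a block, stayed within 1.5 times of that value in 12 of 20 alternatives. Without the replicate block it was 1050, of which 862 were among the 1543. A fold change minimum of 1.5 gave 238 and no minimum 1818. The methods' t-test gave 577, and 1444 with no fold change minimum. The prior that depends on the level gave 1585, with 1388 of the 1543 among them, and the removal of the level trend gave 1539, with 1498 of the 1543 among them. A second quantile normalization and the centring of each array gave 1543 and the same probe sets, since the deposited values already share 1 distribution, so these settings test nothing. Left out in turn, the experiments gave counts from 986 (without experiment 3) to 1344, with 994 without experiment 2. Without the block, the count was between 696 and 1361 with 1 array left out, against 1050 with all arrays, and only the 696 was more than 1.5 times away from the 1050. Not within 1.5 times of the 1543 were 993 without the uninduced and 997 without the doxycycline array of experiment 1, 696 without the uninduced array of experiment 2 and 770 without the doxycycline array of experiment 3; the cause was not tested apart from the smaller number of arrays.

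The count past an adjusted p of 0.05 was 0 in limma with the block and in the 17 alternatives run for it. Not all of these zeros are informative: the second quantile normalization and the centring change nothing, and on simulated arrays the methods' t-test called 0 of 200 changed probe sets at a log2 change of 2. Limma with the block called 0 of them at a log2 change of 0.5 but 168 at 1 and 197 at 2. This recovery does not carry over to the measured values, where the 43 called probe sets that changed at least 2-fold, ENSG00000103888_at with an adjusted p of 0.35 among them, all stayed above the limit. At an unadjusted p, 3248 probe sets were under 0.05 in limma with the block and 2755 in the methods' t-test. The adjusted p at an unadjusted p of 0.025 was 0.36, and between 0.26 (without the 25% of probe sets with the lowest level) and 0.49 (no replicate block) in the alternatives that keep all arrays. With arrays left out it reached 0.45 to 0.85. Those more than 1.5 times the 0.36 of limma with the block were 0.62 without experiment 2 and 0.61 without experiment 3 and, without the block, 0.59 and 0.58 without the uninduced or the doxycycline array of experiment 1, 0.85 without the uninduced array of experiment 2 and 0.77 without the doxycycline array of experiment 3. Against the 0.49 of the fit without the block and with all arrays, only the last 2 of these fits without the block were more than 1.5 times as high.

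The share of variance between the groups was the largest of the 10 splits, with an exact permutation p of 0.1, in the 3 alternatives that compare all splits, where it was between 24.1% and 27.5%. With unscaled probe sets the margin was small, 24.1% against 24.0% for the next split. After the mean of each experiment was removed (replicate block), the share was 42.5%, the largest of the 4 splits that separate the arrays of every pair, with an exact permutation p of 0.25, the smallest possible. The other splits of this kind held 29.2% to 32.1%, so the 42.5% cannot be set beside the shares over all 10 splits. These designs cannot reach a p under 0.05. The first 3 components held 67.8% of the variance without scaling and 71.7% without the 25% of probe sets with the lowest level, against 69.4%; the cause was not tested. Leaving out an experiment or removing the experiments' means leaves only 3 components, which hold all of the variance, so these settings give no value. The median absolute log2 fold change over all probe sets stayed between 0.095 and 0.12 in its 17 alternatives. Not all of these test it. Leaving out the block with all arrays kept, the changed priors and the methods' t-test cannot alter a fold change. The centring of each array did not alter the median either.

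ENSG00000103888_at rose, past the paper's limits, in all 17 of its alternatives, by 1.65 to 2.01 on the log2 scale, and ENSG00000211366_at passed them in the 16 that keep it; like ENSG00000207326_at, it is among the 25% of probe sets with the lowest mean level and has no value without these. ENSG00000207326_at and ENSG00000210241_at did not pass them in the methods' t-test, nor did ENSG00000210241_at without the block when the uninduced array of experiment 1 or of experiment 2 was left out. All 4 kept their direction.

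Whether the replicate numbers pair the arrays was checked from the deviations of each array from its group mean. Over the probe sets, the deviations of arrays with the same number correlated with an r of 0.039, 0.049 and 0.13, and those of arrays with different numbers with an r between -0.092 and 0.044. The experiments held 40.8% of the variance, where 3 random pairs would hold 40%. The mean r of the same-numbered pairs, 0.072, was the highest of the 6 ways of pairing the arrays, but little above the next, 0.055. In the 25% of probe sets with the highest mean level, a set chosen after the data were seen, this mean was 0.31, against at most 0.15 for the other pairings. With 6 pairings the share cannot be under 1 of 6, so the values alone do not settle the pairing, and the block was kept because the paper's test is paired.

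With the block, only the 4 splits that separate the arrays of every pair are fits of the same form, since in the others a single experiment has arrays in both groups. The other such splits give 485 to 597 probe sets past the paper's limits, so 1 of 4 has a count as large as 1543, and 1 of 4 an adjusted p at an unadjusted p of 0.025 as small; for the count past an adjusted p of 0.05, 4 of 4 give 0. Without the block, all 10 splits can be compared, and 1 of 10 has a count as large as 1050, the others giving 360 to 758. With 4 or 10 splits the share cannot be under 0.25 or 0.1, so chance cannot be excluded for any of these results.

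The correction for GC content was not run because it needs identifiers that can be placed on the genome, and the settings planned for KIAA1199, EPHA2 and ITPR3, the genes on both lists, CTNNB1, MYC, NKD1, CAPN1 and PLXNA2 and the Table S2 rows were not run because the identifiers could not be named. The levels carry no detection calls, so what the background limits in dim probe sets was not measured directly; the 3 differences of a probe set had a median SD of 0.24 in the 25% of probe sets with the lowest mean level and 0.10 in the 25% with the highest.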

Differences from the paper's values

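The paper reports 490 genes past its limits; limma with the experiments as a block gave 1543 probe sets. Of the alternatives set before the data were examined, the methods' t-test gave 577 and the fit without the block and without the uninduced array of experiment 2 gave 696, both within 1.5 times of the paper's number. The other 17 were not, among them the fit without the block (1050), the fold change minimum of 1.5 (238) and the fits without experiment 1, 2 or 3 (1344, 994 and 986). The paired t-test is the test that the paper's methods state. As a share of the features tested, the methods' t-test placed 2.18% of the 26445 probe sets past the limits, and the paper's numbers come to 2.23% of its 21980 transcript clusters.

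Table S2 of the paper lists 200 raised and 290 lowered clusters; limma gave 766 raised and 777 lowered probe sets. With the methods' t-test, 282 were raised and 295 lowered, both within 1.5 times of the paper's numbers, as were the 285 raised and 411 lowered ones without the block and without the uninduced array of experiment 2, and the 413 lowered ones without the block and without the doxycycline array of experiment 3. In that last setting the number raised, 357, was more than 1.5 times the paper's, and in the other 13 alternatives set before the data were examined and run for these numbers, both were.

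For the Benjamini-Hochberg adjusted p that corresponds to an unadjusted p of 0.025, the paper's value is 0.55 and limma with the block gave 0.36. Of the alternatives set before the data were examined, 11 came within 1.5 times of the paper's value, among them the methods' t-test (0.45), the fit without the block (0.49), the robust prior (0.38) and the fits without experiment 1, 2 or 3 (0.49, 0.62 and 0.61). The 5 that did not were the second quantile normalization (0.36), the centring of each array (0.36), the set without the probe sets of lowest level (0.26), the prior that depends on the level (0.26), and the fit without the block and without the uninduced array of experiment 2 (0.85).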

Other observations

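All tests of this part were chosen after the main results had been seen. Only the tests of the level trend were fixed before their own outcome was known; the others were written or changed later.

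With the experiments as a block, 1543 probe sets passed the paper's limits, against 485 to 597 when the doxycycline and uninduced arrays of 1 experiment were exchanged; without the block, 1050 passed, against at most 758 in the other splits of the arrays. A swapped pair of labels would require a larger count after one of the exchanges, and the largest was 597, which argues against such a swap. Removing the trend of the differences on the signal level within each experiment left 1539. The arrays already shared 1 distribution, and the median log2 fold change was between -0.0018 and 0.0063 in the 4 parts of the probe sets by mean level. Little trend was thus left to remove, and the count says only that no large shift of this kind remained in the deposited values. Doxycycline itself, KIAA1199 expression, and any difference in handling that went with induction in all 3 experiments cannot be told apart with these arrays, because every doxycycline array is also a KIAA1199 array.

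Shared changes were more frequent in bright probe sets. Over the 26214 probe sets with a difference other than 0 in each experiment, 36.8% changed the same way in all 3, where 25% would by chance. With the probe sets divided by mean level into 4 equal parts, the share was 26.3% in the dimmest part, 28.8% and 38.2% in the next parts, and 54.2% in the brightest part. The differences of the 3 experiments correlated over the probe sets with an r of 0.49, 0.47 and 0.61 in the brightest part, and of 0.012, 0.019 and 0.027 in the dimmest; these are correlations across genes, which are not independent replicates. Of the 1543 called probe sets, 42.2% were in the brightest part, 326 of them raised and 325 lowered. Removing the level trend left 42.1% there, but these arrays held little such trend to remove, so this step could hardly have changed the share. Brighter probe sets are also measured more precisely: the median SD of the 3 differences was 0.10 in the brightest part and 0.24 in the dimmest. When random normal noise was added to the brightest part until its median SD reached that of the dimmest, 35.6% of its probe sets still changed the same way in all 3 experiments (34.4% to 36.8% over 100 draws), against 53.3% before and 26.1% in the dimmest part, here over all probe sets of each part. Precision may thus account for a large part of the contrast; since the form of the noise was assumed, whether it accounts for all of it stays open, as does compression of differences near the background, which was not tested.

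Some arrays of the same group differ partly along the direction in which the experiments agree. In the brightest part, the difference between the uninduced arrays of experiments 3 and 2 correlated over the probe sets with the doxycycline effect of experiment 1, which shares no array with it, at an r of 0.53. For the doxycycline arrays of experiments 3 and 2 the r was 0.51. The other 4 such comparisons gave an r of 0.17, -0.34, 0.43 and -0.19. The 6 values had a median size of 0.38, and 2 of them reached the weakest correlation between the doxycycline effects of any pair of experiments, 0.47. Part of the variation within the groups thus resembles the doxycycline effect, in the brightest part less strongly in most comparisons than the experiments resemble each other. Over all probe sets the same r were lower, at 0.136, 0.008 and -0.073 for uninduced and 0.146, 0.087 and -0.015 for doxycycline arrays. The doxycycline effects of the experiments correlated there at only 0.075, 0.100 and 0.155, so the values within the groups were not clearly weaker. One hypothesis is that some of the changes past the paper's limits follow a state of the cells or of the RNA that also varies between experiments without doxycycline, and that may differ between induced and uninduced cultures for reasons other than KIAA1199. The median of 0.38 leaves this open, and a response to KIAA1199 that runs along the same direction gives the same values.

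Whether 1 experiment alone carries the shared changes was not settled. With experiment 1, 2 or 3 left out, the count past the paper's limits was 2.76, 1.98 or 1.58 times the count with the arrays of 1 remaining experiment exchanged, which goes against this explanation, but a pair of experiments allows only 1 other arrangement, so these ratios have no spread of their own. In the brightest part all 3 pairs of experiments correlated, the weakest at an r of 0.47, which also goes against it. Over all probe sets these correlations were only 0.075, 0.100 and 0.155. The explanation also stays open because the difference between the uninduced arrays of experiments 3 and 2 reached an r of 0.53 with experiment 1. An r of 0.47 in the brightest part is thus not beyond what variation between arrays gave.

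The largest fold change in Table S2 is the paper's 3.47 for KIAA1199, the gene that was induced, and the largest rise in the deposited values is the 3.56-fold one of ENSG00000103888_at. No table used here pairs the 2 names, and whether they stand for the same gene was not settled.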
